# Transcriptome and epigenome diversity and plasticity of muscle stem cells following transplantation

**DOI:** 10.1371/journal.pgen.1009022

**Published:** 2020-10-30

**Authors:** Brendan Evano, Diljeet Gill, Irene Hernando-Herraez, Glenda Comai, Thomas M. Stubbs, Pierre-Henri Commere, Wolf Reik, Shahragim Tajbakhsh

## Abstract

Adult skeletal muscles are maintained during homeostasis and regenerated upon injury by muscle stem cells (MuSCs). A heterogeneity in self-renewal, differentiation and regeneration properties has been reported for MuSCs based on their anatomical location. Although MuSCs derived from extraocular muscles (EOM) have a higher regenerative capacity than those derived from limb muscles, the molecular determinants that govern these differences remain undefined. Here we show that EOM and limb MuSCs have distinct DNA methylation signatures associated with enhancers of location-specific genes, and that the EOM transcriptome is reprogrammed following transplantation into a limb muscle environment. Notably, EOM MuSCs expressed host-site specific positional *Hox* codes after engraftment and self-renewal within the host muscle. However, about 10% of EOM-specific genes showed engraftment-resistant expression, pointing to cell-intrinsic molecular determinants of the higher engraftment potential of EOM MuSCs. Our results underscore the molecular diversity of distinct MuSC populations and molecularly define their plasticity in response to microenvironmental cues. These findings provide insights into strategies designed to improve the functional capacity of MuSCs in the context of regenerative medicine.

## Author summary

Adult skeletal muscles are regenerated upon injury by muscle stem cells (MuSCs). A heterogeneity in expression of key myogenic regulators and regeneration properties has been reported for MuSCs based on their anatomical location. Although MuSCs derived from extraocular muscles (EOM) have a higher regenerative capacity than those derived from limb muscles, the molecular determinants that govern these differences remain undefined. Here we show that EOM and limb MuSCs have distinct transcriptome and DNA methylation signatures, and that the EOM transcriptome is reprogrammed following transplantation into a limb muscle environment. Notably, EOM MuSCs adopted host-site specific positional *Hox* codes after engraftment within the host muscle. However, about 10% of EOM-specific genes were resistant to alterations following heterotopic engraftment, pointing to molecular determinants of the high engraftment potential of EOM MuSCs. Our results underscore the molecular diversity of distinct MuSC populations and molecularly define their plasticity in response to microenvironmental cues. These findings provide insights into strategies designed to improve the functional capacity of MuSCs in the context of regenerative medicine.

## Introduction

Skeletal muscles are essential for physiological functions such as locomotion, breathing, and metabolism, and they represent up to 40% of the human body mass. Tissue-specific muscle stem (satellite) cells (MuSCs) ensure skeletal muscle homeostasis and regeneration [1–3]. MuSCs have been implicated in the etiology of some muscular dystrophies [4,5] as well as age-associated impaired muscle regeneration [6–11] leading to an incapacitating decrease of muscle mass and strength [12–15]. Stem-cell therapies have proven to be challenging for muscular dystrophies, as they require delivering enough functional MuSCs to the right muscle groups and *ex vivo* amplification of healthy MuSCs results in a major decline in their regenerative capacity and stemness properties [16].

Most of our knowledge on MuSC biology arises from the study of limb muscles, whereas MuSCs from other muscle groups remain less well characterized. Extraocular muscles (EOMs) are responsible for eye movements, with the basic pattern of 6 muscles conserved in most vertebrate species [17]. Limb muscles derive from somitic mesoderm and they rely in part on *Pax3* expression and function [18–20]. In contrast, EOMs derive from cranial mesoderm and rely initially on *Mesp1* and *Pitx2* for their emergence, yet unlike the majority of other cranial-derived muscles, their founder stem cell population [21,22] arises independently of *Tbx1* function [17,23–29]. After the distinct specification of cranial and trunk progenitors, the core myogenic regulatory factors Myf5, Mrf4, Myod, and Myogenin regulate myogenic cell commitment and differentiation [30]. In adult homeostatic muscles, MuSCs are mostly quiescent. They are activated upon muscle injury, proliferate and differentiate to contribute to new muscle fibers, or self-renew to reconstitute the stem cell pool [31–34]. This process is accompanied by a temporal expression of cell fate markers, such as the transcription factors Pax7 (stem), Myod (commitment) and Myogenin (differentiation). Several reports indicate that EOMs are functionally different from their hindlimb counterparts since they are preferentially spared in ageing and several muscular dystrophies [35–38]. Interestingly, adult EOM-derived MuSCs cells have superior *in vitro* proliferation, self-renewal and differentiation capacities, as well as a superior *in vivo* engraftment potential, compared to limb-derived MuSCs [39]. These properties were maintained by EOM-derived MuSCs from dystrophic or aged mice [39]. However, the unique functional properties of adult EOM MuSCs remain undefined at the molecular level, and it is unclear if their specificity is instructed by cell-intrinsic factors or through interactions with their microenvironment (niche).

DNA methylation is a critical epigenetic mechanism involved in establishing and maintaining cellular identity. Dynamic changes in expression of DNA (de)methylation enzymes were reported in MuSCs during muscle regeneration [40–42], indicating a potential increase of DNA methylation from quiescent to activated MuSCs. Several studies investigated the DNA methylation signatures of proliferating and differentiating cultures of MuSCs [43–45] and reported some changes in DNA methylation patterns during late myogenic differentiation. Further, aged MuSCs show increased DNA methylation heterogeneity at promoters, associated with a degradation of coherent transcriptional networks [46]. However, whether quiescent MuSCs from homeostatic muscles at different anatomical locations display similar or different DNA methylation patterns remains unknown.

Here we performed parallel DNA methylation and transcriptome sequencing to characterize the specific identity of adult mouse EOM and limb MuSCs at the molecular level. We used heterotopic transplantation of EOM MuSCs into limb muscles to challenge their fate and assess their plasticity. We show that their specific identity is mostly niche-driven as they adopt a limb-like molecular signature. Nevertheless, we also identify EOM-specific genes that resist reprogramming by the microenvironment, indicating potential candidates to manipulate in limb-derived MuSCs for improving their regenerative capacity in the context of cellular therapies.

## Results

To investigate the molecular differences between cranial- and limb-derived muscles, we isolated MuSCs from EOM and *Tibialis anterior* (TA) by FACS (Fluorescence-Activated Cell Sorting) from 10 adult *Tg*:*Pax7-nGFP* [17] mice and processed them for RNA-sequencing and BS-sequencing as in [47,48] (Fig 1A). 

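RNA of 500 sorted cells was sequenced from EOM and from TA of each of 10 mice, aged 7 to 7.6 weeks, in 2 experiments. The nuclear GFP of these mice reports *Pax7* expression and serves to sort MuSCs. S1 Table passes 8 EOM and 8 TA libraries, and these are compared. It leaves out EOM of mouse 1 of Experiment 1 (2526 reads in all) and TA of mouse 5 of Experiment 1 (222822 reads) for their depth, and TA of mouse 1 of Experiment 1 for its share of reads in exons (61.4%). It also leaves out EOM of mouse 3 of Experiment 2 as an outlier in its group, with 11093142 reads and 76.8% in exons. The EOM libraries hold 7838450 to 14402980 reads, and 2207178 to 4169357 reads on genes were recovered from their log2 values. The TA libraries hold 3326270 to 11938050 reads, with 963432 to 3414854 recovered on genes. Recovered counts are not the share of all reads that lies in genes, which is 92.9% for EOM of mouse 2 of Experiment 2. Mitochondrial genes take a mean of 4.48% of the reads in EOM and 11.3% in TA. A gene without a read stands at a mean log2 RPM of -1.25 in EOM and -0.89 in TA, so differences below these levels are not resolved. The log2 RPM of the authors were compared by linear models in limma for genes above log2 RPM 1 in at least 4 of the 16 libraries. Tests are two-sided, p-values are adjusted over all genes tested, and a gene is called at an adjusted p under 0.05 with a log2 fold change beyond 1 in size. Log2 fold changes are TA over EOM, and coordinates are on GRCm38.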

EOM and TA MuSCs showed similar FACS profiles (S1A Fig). TA MuSCs showed a slightly higher GFP fluorescence intensity than EOM MuSCs, which correlates with the difference in *Pax7* expression as observed through RNA-sequencing (Fig 1D). 

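*Pax7* (ENSMUSG00000028736, chromosome 4, 139737062 to 139833530) averaged a log2 RPM of 9.72 ± 0.57 in TA and 8.57 ± 0.40 in EOM (mean ± SD of 8 libraries each). The log2 fold change of 1.15 (SE 0.22) has an adjusted p of 0.00153, with 841 to 2699 reads per library in TA and 562 to 1133 in EOM. In 1 fit over all 4 groups, where the wider spread after grafting enters the error, its adjusted p is 0.593. GFP intensities were not used here.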

Unsupervised Principal Component Analysis (PCA) on the transcriptomes revealed a clear discrimination between EOM and TA MuSC samples, indicating location-specific transcriptional identities (Fig 1B). 

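Principal components of the 25900 genes place 18.51% of the variance on PC1 and 15.95% on PC2. On PC1 the 8 TA libraries average 51.9 ± 37.5 and the 8 EOM libraries -51.9 ± 47.2, with no overlap: the highest EOM library lies at 13.31 and the lowest TA library at 17.85. An exact permutation of the muscle labels gives a two-sided p of 0.000155, the smallest possible for 8 against 8. Within EOM the order on PC1 is that of depth. The library at -127.3 has the lowest value for a gene without a read (-1.67), and that at 13.31 the highest (-0.77). The TA library farthest out, at 128.7, is the shallowest of TA (0.48). Position on PC1 and its p thus mix depth with muscle. With the 4 libraries that failed quality control added, PC1 takes 84.48% of the variance and no longer separates the muscles (permutation p 0.944). Among them is EOM of mouse 1 of Experiment 1, with 302 reads recovered on genes. A gene without a read stands there at log2 RPM 10.74, so that setting cannot tell low depth from a lack of separation. No other setting changed the separation by muscle.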

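Of 13217 genes tested before grafting, limma called 437 higher in EOM and 166 higher in TA, and 3256 have an unadjusted p under 0.05. The values of the muscles do not overlap at 302 genes, 237 of them called, where chance would give 0.01554% of genes. Only 1 of the 100 splits of the libraries, the real one, gives as many genes in either direction, and the largest count in another split is 90. By ratio, the genes higher in EOM move most in 1 fit over 4 groups (138), and those higher in TA with failed libraries included (29). The median log2 fold change of all tested genes is -0.30, so that 27.53% of the called genes are higher in TA. Scaling without mitochondrial genes brings this share to 44.49%, centring each library on its median to 47.34%, edgeR to 56.39% and DESeq2 to 55.5%. The calls include 245 of the 261 genes that the study lists for EOM and 159 of the 339 for TA. All 261 and the 329 tested of the TA genes differ in the direction listed. With the donor mouse as replicate block the counts are 439 and 266. The paper draws its muscle-specific genes from such a comparison and concludes that the stem cells of each muscle carry their own signature.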

To further investigate these transcriptional signatures, we performed differential expression analysis and found 261 genes significantly upregulated in EOM stem cells (EOM Differentially Expressed Genes, DEGs) and 339 genes significantly upregulated in TA MuSCs (TA DEGs) (DE-seq, p <0.05, FC >2) (Fig 1C). 

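*Myod1* (ENSMUSG00000009471, chromosome 7, 46376474 to 46379092) averages a log2 RPM of 9.94 ± 0.48 in TA and 7.92 ± 0.66 in EOM. Its log2 fold change is 2.02 (SE 0.25, adjusted p 9.83e-06), and all 8 TA libraries lie above all 8 EOM libraries. *Myf5* (ENSMUSG00000000435, chromosome 10, 107482908 to 107486134) has a log2 fold change of 0.29 (SE 0.18, adjusted p 0.320) and is not called. DESeq2 gives *Myf5* 0.53 with an adjusted p of 0.0179, still within a log2 fold change of 1, and the libraries of Experiment 2 alone give -0.066. In 1 fit over all 4 groups the adjusted p of *Myod1* is 0.0786.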

The muscle stem cell marker *Pax7* and the myogenic factors *Myf5* and *Myod* showed slightly higher expression levels in TA compared to EOM MuSCs, while the transcription factor *Pitx2* showed higher expression levels in EOM MuSCs (Fig 1D). 

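*Pax3* (ENSMUSG00000004872, chromosome 1, 78101267 to 78197134) has 10 to 57 reads in each of the 8 TA libraries. Reads of it occur in 1 of the 8 EOM libraries, which holds 41, and in none of the other 7. The log2 fold change is 4.98 (SE 0.69, adjusted p 3.95e-05), and the values of the muscles overlap only through that library. Adding the failed libraries gives an adjusted p of 0.0943.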

As reported [49], *Pax3* was expressed in TA MuSCs and not detected in EOM MuSCs. Other genes specifically up-regulated in TA MuSCs included the developmental factors *Lbx1 and Tbx1*. 

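*Lbx1* (ENSMUSG00000025216, chromosome 19, 45232688 to 45235811) has 19 to 48 reads in each TA library and 0 in all 8 EOM libraries. Its log2 fold change against that floor is 5.53 (SE 0.49, adjusted p 1.01e-07), at least 14.6-fold. *Tbx1* (ENSMUSG00000009097, chromosome 16, 18581713 to 18586969) has 36 to 132 reads in each TA library and at most 5 in 2 of 8 EOM libraries, with a log2 fold change of 5.92 (SE 0.57, adjusted p 4.31e-07).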

Lbx1 is a homeobox transcription factor required for the migration of myogenic progenitor cells to the limbs, and Tbx1 is a T-box containing transcription factor necessary for the development of craniofacial muscles [50–52]. Examples of EOM up-regulated genes included the homeobox transcription factors *Lmx1a* and *Alx4* [30,53,54] as well as *Mobp* (involved in myelination [55]) (Fig 1D). 

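Before grafting, *Lmx1a* (ENSMUSG00000026686, chromosome 1, 167689239 to 167848741) has 32 to 165 reads in each EOM library and 0 in all TA libraries (log2 fold change -6.16, SE 0.48, adjusted p 1.66e-08, at least 20.4-fold). *Alx4* (ENSMUSG00000040310, chromosome 2, 93642384 to 93681339) has 52 to 149 reads in EOM and 5 reads in 1 of 8 TA libraries (-5.99, SE 0.53, adjusted p 1.01e-07). *Mobp* (ENSMUSG00000032517, chromosome 9, 120149742 to 120181484) has no read in TA and 10 to 3514 in EOM (-7.27, SE 0.89, adjusted p 9.82e-06). In the means this is at least 141-fold, and at least 66.0-fold without the library of 3514 reads. This spread of *Mobp* among EOM libraries follows that of other oligodendrocyte genes (r 0.806 over 8 libraries, exact permutation p 0.0177), a link that leaves its source in EOM MuSCs open.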

Further, genes of the *Hox* gene family were upregulated in TA samples (Fig 1E), consistent with their anteroposterior expression pattern in vertebrates [56]. 

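The log2 fold changes of the 13 *Hox* genes called higher in TA run from 2.22 for *Hoxa3* (ENSMUSG00000079560, chromosome 6, 52168510 to 52213336, adjusted p 0.0412) to 6.81 for *Hoxc10* (ENSMUSG00000022484, chromosome 15, 102966796 to 102971893, adjusted p 5.71e-09, at least 36.8-fold). Their median is 3.63 (fry p 2.9e-12 and camera p 7.14e-35 for the set, which the study picked on these libraries), and 11 of the 13 have no read in any EOM library. In the splits of the libraries, 1 of 100 gives as many *Hox* genes, and the next gives 4. Under the stricter filter 6 are called, in Experiment 2 alone 7 and with failed libraries 3. No filter or 1 fit over 4 groups gives 11, and the replicate block 12, since *Hoxc8* (ENSMUSG00000001657, chromosome 15, 102990622 to 102994267) then fails the filter on low values. Every scaling and count-based test gives 13.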

Overall, 13 *Hox* genes were upregulated, representing 64% of the *HoxA* cluster and 75% of the *HoxC* cluster. 

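The deposited table lists 39 *Hox* genes, and 33.33% of them are called higher in TA. They fall in cluster A, with 7 of 11 genes (63.64%), and in cluster C, with 6 of 9 (66.67%). None of the 10 genes of cluster B or the 9 of cluster D is called. The counts of *Hox* reads are low, with 2 to 20 per TA library for *Hoxa11* (ENSMUSG00000038210, chromosome 6, 52242108 to 52246214) and 40 to 194 for *Hoxc10*.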

Notably, these *Hox* genes are expressed more posteriorly along the body axis [57]. 

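The most caudal members with reads in every TA library are *Hoxa11* (log2 fold change 3.63, adjusted p 0.000175) and *Hoxc11* (ENSMUSG00000001656, chromosome 15, 102954427 to 102957708; 4.26, adjusted p 1.84e-05). Their reads are absent from all 8 EOM libraries. With failed libraries added neither is called (adjusted p 0.4 and 0.311). *Hoxa13* (ENSMUSG00000038203, chromosome 6, 52257694 to 52260880) has 3 reads in 1 of 8 TA libraries and none in EOM.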

Overall, differentially expressed genes were enriched for developmental processes suggesting that location-specific patterns reflect their different origins during embryogenesis (S1B Fig).

**Fig 1:**
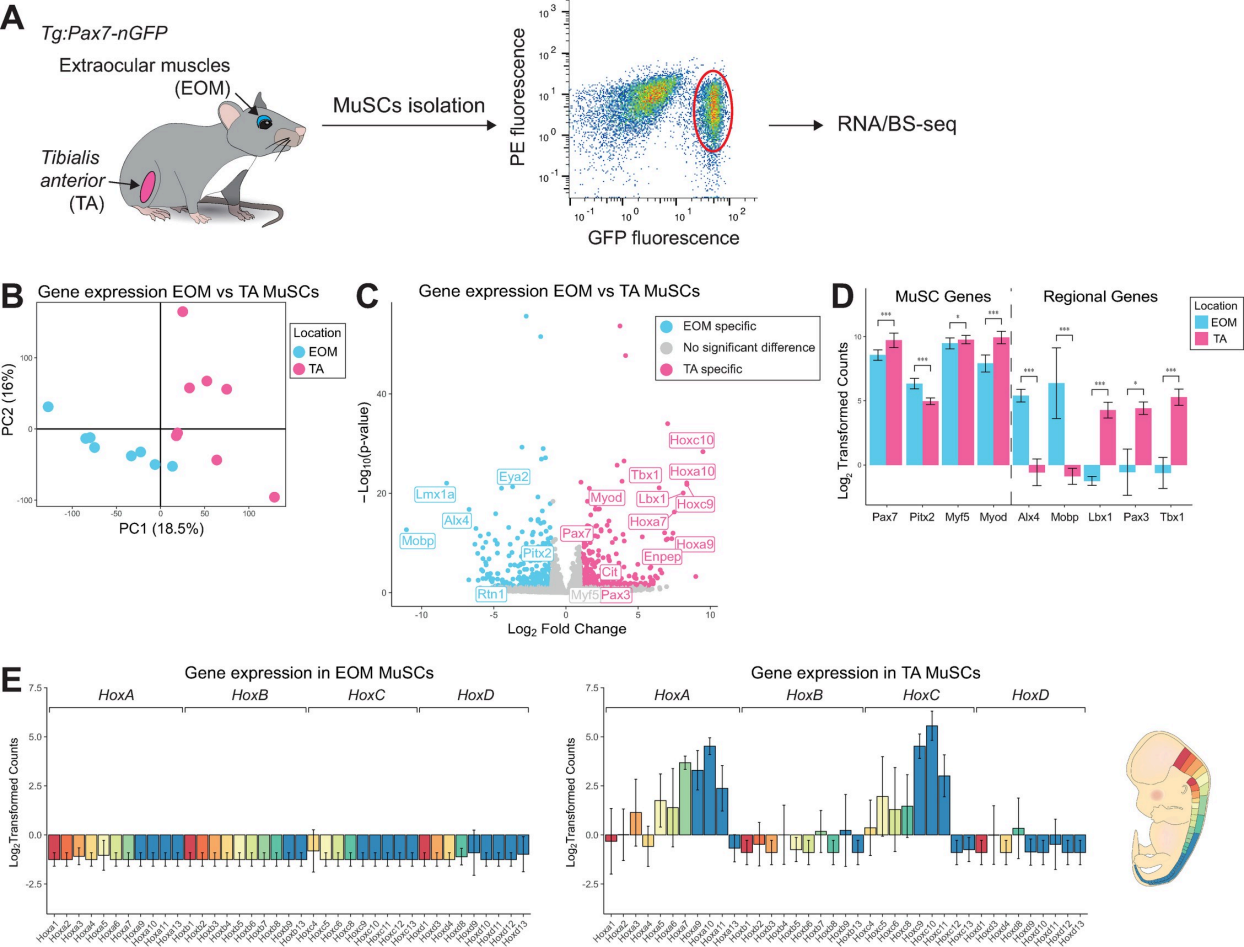
Head and limb-derived MuSCs display specific transcriptome signatures. (A) Experimental scheme. Head and limb MuSCs were isolated by FACS from EOM and TA muscles respectively, from *Tg*:*Pax7-nGFP* adult mice and processed through RNA- and bisulfite-sequencing. N = 10 mice, n = 500 cells/mouse (S1 Table). (B) PCA analysis of EOM and TA MuSC transcriptomes. The first principal component separates samples based on their anatomical location. (C) Volcano plot showing the results of differential expression analysis of EOM and TA MuSCs. Genes that demonstrated a fold change greater than 2 and a p-value less than 0.05 according to DESeq2 were classified as differentially expressed and colour-coded by their tissue specificity. (D) Selected markers and differentially expressed genes between EOM and TA MuSCs. Error bars represent the standard deviation of the mean. p-values were determined by DESeq2. *** p < 0.001, ** p < 0.01, * p < 0.05. (E) Gene expression analysis throughout the *HoxA*, *HoxB*, *HoxC* and *HoxD* clusters in EOM (left) and TA (middle) MuSCs. Genes were colour-coded according to their antero-posterior expression domain in mouse at embryonic day 12.5 (right, adapted from [57]).

Overall, global DNA methylation levels were similar between EOM and TA MuSCs, with those from the EOM showing slightly higher levels of DNA methylation relative to TA MuSCs. On average genome-wide DNA methylation levels were around 50%. Gene bodies were methylated at similar levels to the genome-wide average (50%), whereas, promoters, enhancers and CpG islands were hypomethylated (25%, 30% and 5% respectively) and repeat elements were hypermethylated (85%) (Fig 2A). We restricted our more detailed analysis to enhancers (regions marked by H3K27Ac in MuSCs that did not overlap promoters) [58] and promoters (-2000bp to 500bp of the TSS of Ensembl genes) and calculated DNA methylation levels over each genomic element. PCA analysis for promoter regions showed no clear differences between EOM and TA MuSCs (Fig 2B). In contrast, a clear separation by anatomical location was observed when considering enhancer regions (Fig 2C). This clustering was also observed when restricting the analysis to 544 enhancers associated with EOM and TA DEGs (enhancer regions within 1 Mb to the closest transcription start site, S2A Fig). Furthermore, enhancers associated with genes specifically upregulated in TA MuSCs were less methylated in TA MuSCs compared to EOM MuSCs. Similarly, enhancers associated with genes upregulated in EOM MuSCs were less methylated in EOM MuSCs compared to TA MuSCs (Fig 2D). To examine which enhancers were responsible for shifts in the distributions, we determined which enhancers were significantly differentially methylated using a rolling Z-score. Not all of the enhancers associated with EOM or TA DEGs were classified as differentially methylated, suggesting only a subset of these genes was regulated by enhancer methylation (Fig 2E). In addition, in some cases, multiple enhancers showing opposite methylation differences were associated with one DEG (such as *Adamtsl1*, with one enhancer hypermethylated in EOM MuSCs and one hypermethylated in TA MuSCs)(Fig 2E). This may suggest enhancer switching, which could be responsible for the expression difference if one of the enhancers was stronger than the other. Alternatively, only one of the enhancers may be responsible for controlling expression, which may be the one that is closer to the transcription start site. We also identified 29 Differentially Methylated Regions (DMRs) with more than 5 consecutive CpG methylation sites and 10% methylation differences. The majority of the DMRs overlapped enhancer or promoter regions such as the DMR overlapping the *Tbx1* promoter which is hypomethylated in TA MuSCs (Mean methylation levels in TA: 13%; mean methylation levels in EOM: 80%). These results suggest that DNA methylation patterns at regulatory regions contribute to the location-specific transcriptional profile of MuSCs.

**Fig 2:**
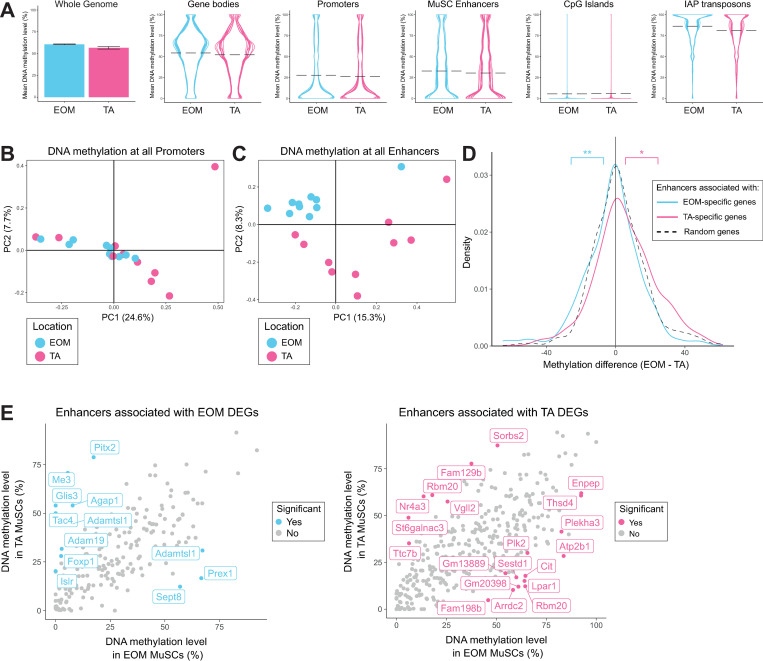
Head and limb-derived MuSCs display specific DNA methylation patterns at enhancers. (A) DNA methylation levels of the whole genome, promoters, enhancers, gene bodies, CpG islands and IAP repeat elements in EOM and TA MuSCs. The mean DNA methylation level across the whole genome is represented as a bar chart with error bars representing the standard deviation between samples. The mean DNA methylation levels of individual genomic elements are represented as violin plots to highlight their distribution. Each line in the violin plots represents a different sample, mean values are indicated by dashed lines. Promoters were defined as -2000bp to 500bp of the TSS of Ensembl genes. H3K27ac peaks were called using macs2 on H3K27ac ChIP-seq data obtained from [58]. Enhancers were defined as H3K27ac peaks that did not overlap promoters. Enhancers were linked to genes based on proximity. Overall DNA methylation was similar between the two locations, though EOM MuSCs had slightly higher levels of DNA methylation relative to TA MuSCs. (B) PCA analysis of DNA methylation at promoters fails to separate EOM and TA samples based on their anatomical location. (C) PCA analysis of DNA methylation at enhancers separates EOM and TA samples based on their anatomical location. (D) Density plots showing methylation differences between EOM and TA MuSCs at enhancers associated with location-specific genes (enhancer regions within 1 Mb to the closest transcription start site of a DEG). Enhancers associated with EOM genes (n = 198) were significantly hypomethylated in EOM relative to TA MuSCs when compared to a random subset of enhancers (n = 350), while enhancers associated with TA genes (n = 346) were significantly hypermethylated in the same comparison. ** p < 0.01, * p < 0.05 by Welch’s t test. (E) Scatter plots comparing the mean DNA methylation levels of enhancers associated with location DEGs in EOM and TA MuSCs. Enhancers were colour-coded as significant if they were also found to be differentially methylated by a rolling Z score approach (p < 0.05) when comparing the methylation levels of all enhancers in EOM and TA MuSCs (S2B Fig). The significant enhancers have been labelled with their associated gene. Only a subset of enhancers associated with location DEGs were differentially methylated. More enhancers associated with EOM DEGs were hypermethylated in TA than in EOM MuSCs. Likewise, more enhancers associated with TA DEGs were hypermethylated in EOM than in TA MuSCs.

To investigate MuSC plasticity and the influence of the cellular microenvironment on the observed location-specific signatures, we performed heterotopic transplantations of EOM MuSCs into TA muscles. Specifically, EOM MuSCs from *Tg*:*Pax7-nGFP* mice were transplanted into pre-injured TA muscles of immunodeficient *Rag2*^*-/-*^*;γC*^*-/-*^ [59] mice. As a control, and for each donor mouse, TA MuSCs were transplanted into the same recipient mouse, in the contralateral pre-injured TA muscle. After 28 days when muscle regeneration was complete and self-renewal of MuSCs could be evaluated, engrafted EOM and TA MuSCs were re-isolated by FACS based on GFP positivity (post-graft samples). Additionally, a fraction of the EOM and TA MuSCs was kept as a control before grafting (pre-graft samples). Pre-graft and post-graft EOM and TA MuSCs were then processed for RNA-sequencing and BS-sequencing (Fig 3A). 

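After grafting, GFP-positive cells of both origins were sorted again from recipient TA muscles, and RNA of each of 10 EOM and 10 TA grafts was sequenced. S1 Table passes 7 EOM and 7 TA libraries, compared here with the 8 and 8 pre-graft libraries of the same donors. Left out for their share of reads in exons are EOM of mice 1, 3 and 5 of Experiment 1 (59.9%, 55.8% and 62.1%) and TA of mice 1, 4 and 5 of Experiment 1 (51.1%, 56.1% and 61.1%). EOM grafts hold 5243925 to 10526420 reads, with 1466429 to 2899135 recovered on genes. TA grafts hold 5378534 to 9865674 reads, with 1357233 to 2820839 recovered on genes. Mitochondrial genes take a mean of 31.4% of the reads in EOM grafts and 24.9% in TA grafts, above the pre-graft means. Experiment 2 carries this rise, with 15.9% to 59.6% in its passing grafts. The passing grafts of Experiment 1 hold 3.85% (EOM of mouse 4) and 5.45% (TA of mouse 3). The same donors hold 3.04% and 3.93% before grafting. A gene without a read stands at a mean log2 RPM of -0.83 in EOM grafts, higher than before grafting. The mean change of each gene in TA grafts was subtracted from every post-graft value, as the authors did, and the corrected change of EOM was tested in limma as the difference between the changes of EOM and TA, over 14428 genes. Log2 changes are post-graft over pre-graft.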

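Of the 10 donors, 7 have passing libraries of TA before and after grafting, 6 of EOM before and after, and 6 of EOM and TA after grafting. Samples come from 4 mice in Experiment 1 and 6 in Experiment 2. After grafting, 1 EOM library and 1 TA library of Experiment 1 pass, so most grafts compared are of Experiment 2.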

A total of 10 donor mice were analysed (S1 Table). In this assay, we observed significant transcriptome differences between pre and post-graft MuSCs (S3A Fig). 

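On the first component of all 30 libraries (30.94% of the variance) the 16 pre-graft libraries average 91.9 ± 40.5 and the 14 post-graft libraries -105.1 ± 76.9, with overlap between them. In EOM, limma called 460 genes higher and 7302 lower after grafting among 13094 tested, with 8878 at an unadjusted p under 0.05. At 1476 genes the values do not overlap, where chance would give 0.03108%. The median change of all these genes is -1.48. Centring each library on its median gives 946 higher and 548 lower, and scaling without mitochondrial genes 727 and 924. With the donor mouse as replicate block the counts are 293 and 4537. Between EOM and TA grafts themselves limma called 0 of 12377 genes, with 452 at an unadjusted p under 0.05 and 2 without overlap (chance 0.05828%).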

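In TA, limma called 496 genes higher and 4046 lower after grafting among 13076 tested (6368 at an unadjusted p under 0.05), and 678 genes have no overlap, 670 of them called. On the first component of the TA libraries alone (28.76% of the variance) 8 pre-graft libraries average 89.7 ± 36.1 and 7 grafts -102.5 ± 67.9, with a gap of 68.96 between the groups (exact permutation p 0.000155). The median change of all genes is -1.09. Higher genes make up 10.92% of the calls under the scaling of the authors, 48.78% without mitochondrial genes, 59.36% after centring each library, 66.05% in edgeR and 67.87% in DESeq2. By ratio, Experiment 2 alone moves the higher genes most (198), ahead of DESeq2 (1151), and edgeR the lower ones (402). Only 1 of 100 splits, the real one, gives as many genes in either direction. The next split gives up to 356 higher and 2941 lower.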

Importantly, although muscle regeneration is generally considered to be largely achieved within 28 days post-injury [60], transcriptome analysis showed substantial differences between pre-graft and post-graft TA MuSCs (S3B Fig), indicating that our transplantation of MuSCs *per se* had a direct effect on the gene expression profile of the cells. 

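Of 43 interferon-induced genes, 37 were tested in TA grafts against TA before grafting. They have a median log2 change of 2.45, with 33 higher and 23 called (24 when adjusted over the list alone), and all 37 lie above the median change of all genes. Relative to that median the list rises by 3.53 (camera p 8.02e-39, fry p 0.00044). Of 28 complement genes 9 were tested. Their median log2 change is -1.64, or -0.55 relative to all genes, with 0 called higher under any setting and 4 called lower (5 over the list alone). The complement list has a camera p of 0.618 and a fry p of 0.00636 in the direction of lower values. Its fry p becomes 0.0558 with the donor as replicate block and 0.238 with failed libraries, where the median is -0.348. None of its genes is called lower without mitochondrial genes in the scaling, after centring or in edgeR.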

Genes upregulated after transplantation of TA MuSCs were enriched for immunological processes (S3C Fig), including genes encoding interferon-induced proteins and complement proteins. However, as expected for this time point, the myogenic differentiation marker *Myogenin* was downregulated in the post-graft cells, indicating that cells at the time of re-isolation were not undergoing active myogenic commitment or differentiation. 

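*Myog* (ENSMUSG00000026459, chromosome 1, 134290004 to 134292547) has reads in 5 of 8 TA libraries before grafting, at a mean log2 RPM of 2.80 ± 3.46, and in 0 of 7 TA grafts. The log2 change of -3.72 (SE 1.12, adjusted p 0.0152) meets the floor of the grafts. It is not called without mitochondrial genes in the scaling (-2.94, adjusted p 0.0867) or after centring (-2.81, adjusted p 0.111). In EOM, 1 of 7 grafts holds 198 reads of *Myog* and the others none, against at most 68 in a library before grafting. The log2 change of *Myog* in EOM is -0.75 (adjusted p 0.590).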

We also observed a slight global increase in the DNA methylation levels after transplantation (mean TA pre-graft: 56.6%, mean TA post-graft: 59.2%; S3D Fig). Whether these observations reflect molecular changes with slow kinetics on MuSCs during muscle regeneration or are the result of the adaptation of engrafted MuSCs to an immunodeficient environment remains to be explored. The latter is favoured as recent RNA-seq analyses of MuSCs during regeneration showed that MuSCs re-acquire a quiescent homeostatic transcriptome as early as 7 days post-injury [61].

**Fig 3:**
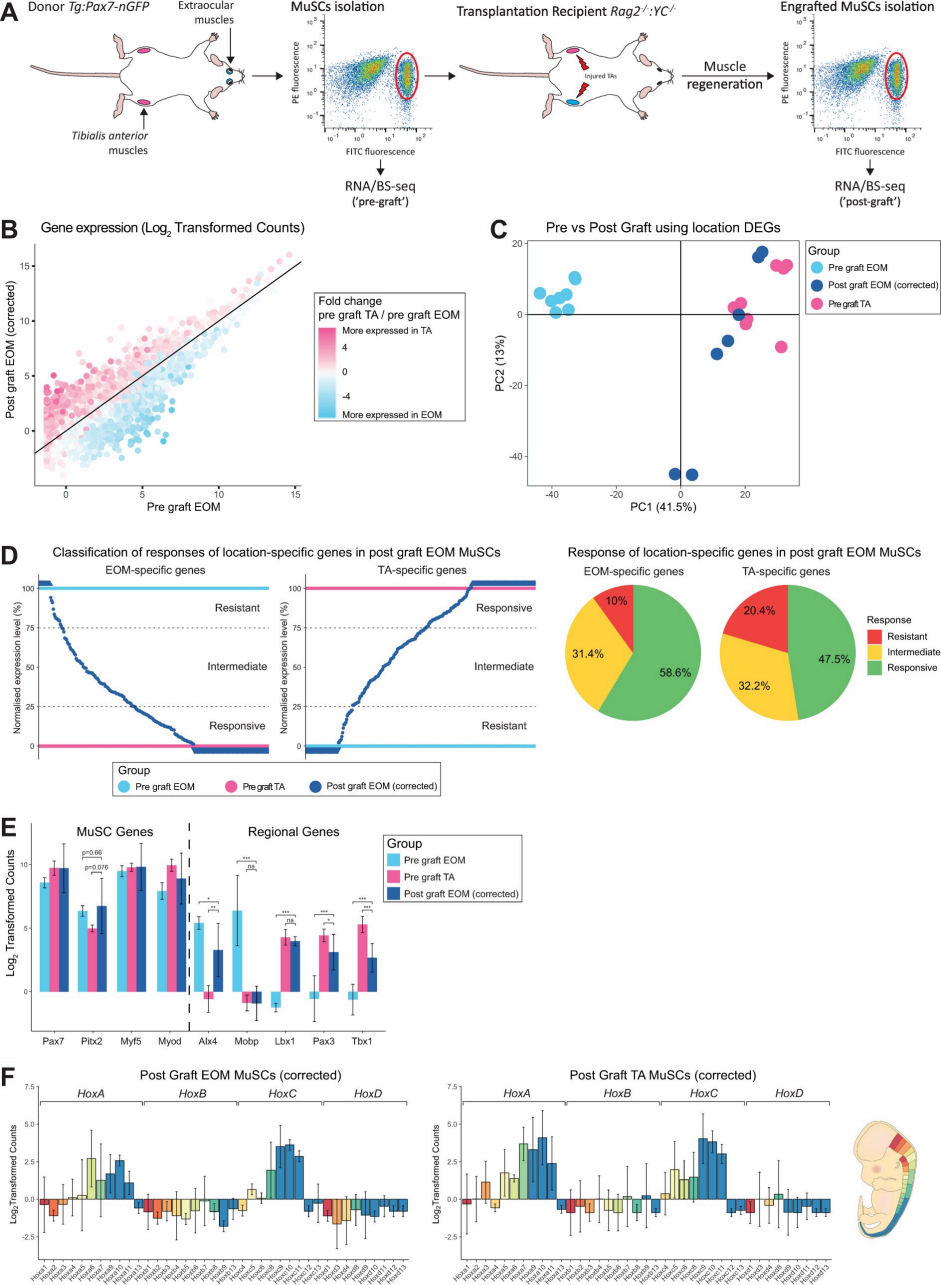
Head-derived MuSCs adopt a limb-like transcriptome upon transplantation in limb muscles. (A) Experimental scheme. EOM and TA-derived MuSCs were engrafted into pre-injured recipient TA muscles. After regeneration, engrafted MuSCs were re-isolated and processed through RNA- and BS-sequencing. ‘Post-graft’ MuSCs were compared to their ‘Pre-graft’ counterparts. N = 10 donor mice and N = 10 recipient mice. For each donor mouse, equal number of EOM and TA MuSCs (in the range of 10,000 cells) were transplanted to TA muscles of the same recipient mouse. For each donor muscle, 500 pre-graft cells and 60 re-isolated post-graft cells (mean value) were analysed (S1 Table). (B) Expression analysis of EOM post-graft and EOM pre-graft. Each dot represents a gene. Genes are colour-coded according to their fold change in pre-graft TA *vs* EOM MuSCs (from Fig 1, without transplantation). Note that genes highly expressed in pre-graft TA MuSCs (from Fig 1, coloured in pink) were mostly upregulated in EOM MuSCs following grafting, while genes highly expressed in pre-graft EOM MuSCs (from Fig 1, coloured in blue) were mostly downregulated in EOM MuSCs following grafting. (C) PCA analysis of TA pre-graft, EOM pre-graft and EOM post-graft MuSCs using the expression values of genes differentially expressed between EOM and TA pre-graft MuSCs. PC1 separates EOM and TA MuSCs and shows that after engrafting EOM MuSCs into the TA muscle, they resemble transcriptionally TA MuSCs more than EOM MuSCs. (D) (left) Classification of EOM and TA-specific genes as resistant, responsive, or intermediate upon heterotopic transplantation of EOM MuSCs. Determining the responsiveness of each gene to transplantation was carried out in two steps. First, expression values for TA-specific genes (resp EOM-specific) in pre-graft MuSCs were rescaled to 0–100, where 0 represented the mean expression in EOM (resp TA) MuSCs and 100 represented the mean expression in TA (resp EOM) MuSCs. Next, the expression of EOM and TA-specific genes were rescaled similarly in post-graft EOM MuSCs. Each dark blue dot represents a gene with corresponding rescaled value in post-graft EOM MuSCs. EOM-specific genes with rescaled values in post-graft EOM MuSCs less than 25 were classified as responsive, between 25 and 75 as intermediate and above 75 as resistant. TA-specific genes with rescaled values in post-graft EOM MuSCs less than 25 were classified as resistant, between 25 and 75 as intermediate and above 75 as responsive. (right) Distribution of responses of EOM and TA-specific genes in post-graft EOM MuSCs. (E) Expression of selected markers between TA pre-graft, EOM pre-graft and EOM post-graft MuSCs. Many TA marker genes were upregulated to TA-like levels when EOM MuSCs were grafted into TA muscle. In addition, some EOM marker genes such as *Lmx1a* and *Mobp* were downregulated in this scenario. *** p < 0.001, ** p < 0.01, * p < 0.05 by Welch’s t test. (F) Gene expression analysis throughout the *HoxA*, *HoxB*, *HoxC* and *HoxD* clusters in post-graft EOM (heterologous graft, left panel) and TA (homologous graft, middle panel) MuSCs. Genes were colour-coded according to their antero-posterior expression domain in mouse at embryonic day 12.5 (right panel, adapted from [57]). All TA-specific *Hox* genes were upregulated in post-graft EOM MuSCs. See Fig 1E for pre-graft expression levels in EOM and TA MuSCs.

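S1 Table gives 500 cells for each pre-graft library and a mean of 62.2 ± 54.4 cells for the 20 post-graft libraries, from 9 to 209. The 14 that pass quality control average 55.4. The sample labels give a mean of 49.8 for the same 20 libraries.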

To evaluate exclusively the response of EOM MuSCs to a heterologous microenvironment while setting aside modifications in transcriptome due to the transplantation process, we calculated a correction coefficient based on post-graft TA samples and applied it to the transcriptome of post-graft EOM and post-graft TA samples (see Methods). As expected, the corrected post-graft TA MuSCs clustered with pre-graft TA MuSCs (S3E Fig). 

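After the correction the mean of the TA grafts equals that of TA before grafting at every gene (largest mean difference 0), because it is computed from these very libraries. Their spread is left as it was: the median SD per gene over 14428 genes is 0.829 before grafting and 1.49 after it. On the first component (15.28% of the variance) the SD is 39.7 for pre-graft and 99.6 for corrected post-graft TA. That the means of corrected and pre-graft TA coincide thus follows from the method.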

Post-graft EOM MuSCs were then corrected similarly and hereafter compared to pre-graft EOM and TA MuSCs (Fig 3B to Fig 3F). We observed a global shift in the transcriptome of post-graft EOM MuSCs towards a TA profile (Fig 3B). 

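Over the 600 muscle-specific genes of the study, the PC1 that separates pre-graft EOM from TA holds 41.48% of the variance. Set to 0 at the mean of pre-graft EOM and 100 at that of TA, the 7 corrected EOM grafts average 81.3 ± 16.2. Among settings, no correction (107) and failed libraries (128.3) move this position most. Of all 14428 genes, 30 change differently on grafting in EOM and TA at an adjusted p under 0.05, against 1041 at an unadjusted p under 0.05. The number is 10 with the donor as replicate block, 15 in Experiment 2 alone and 1 with failed libraries. For corrected values the replicate block keeps only donors with all 4 groups, which leaves 5 EOM grafts. Lower ones number 22, of which 20 are EOM-specific, and higher ones 8, all TA-specific. When adjusted over these lists alone, which the study chose on the same pre-graft libraries, 94 EOM-specific and 33 TA-specific genes pass. The paper compares corrected EOM grafts with pre-graft EOM and TA and concludes that the EOM transcriptome was reprogrammed on a global scale towards that of TA MuSCs. Each corrected value rests on the change of that gene in the 7 TA grafts.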

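Of the 339 TA-specific genes, 290 (85.55%) are higher in corrected EOM grafts than in EOM before grafting, with a median log2 change of 1.28 (fry p 0.000117). Without the correction 183 (53.98%) are higher, with a median of 0.21. Of the 261 EOM-specific genes, 248 (95.02%) are lower after correction, with a median of -2.01 (fry p 1.25e-06), and 259 (99.23%) without it. Among 6315 genes alike in both muscles before grafting, 39.21% are higher after correction, with a median of -0.17. Without it 7.332% of these are higher and 92.67% lower, with a median of -1.37. Against that background the uncorrected TA-specific genes lie high, and the share of EOM-specific genes that are lower is close to it, though their median of -2.77 is lower. No read in any EOM graft is found for 12 EOM-specific and 15 TA-specific genes. Pre-graft reads thinned by the fall of MuSC genes, with no change of identity, already place a mean of 76.5% of TA-specific genes higher after correction. They place 67.99% of EOM-specific genes lower. MuSC genes here are the 8 genes of the quiescence list that the study lists for neither muscle.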

The majority of TA-specific genes were upregulated in post-graft EOM MuSCs while EOM-specific genes were downregulated (Fig 3B), indicating that a large proportion of the transcriptome was remodelled by the cellular microenvironment. To further investigate these changes, we performed PCA analysis using location-specific DEGs and observed that post-graft EOM MuSCs tended to cluster closer to pre-graft TA MuSCs than to pre-graft EOM MuSCs (PC1, Fig 3C). 

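Single corrected EOM grafts lie at 56.6 (mouse 4 of Experiment 1), 65.21 (mouse 2 of Experiment 2), 77.5 (mouse 5), 83.08 (mouse 1), 88.44 (mouse 6), 98.15 (mouse 3) and 100.1 (mouse 4, all of Experiment 2) on the same axis. Leaving out the lowest pair brings the mean to 89.42.

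**Figure D1:**
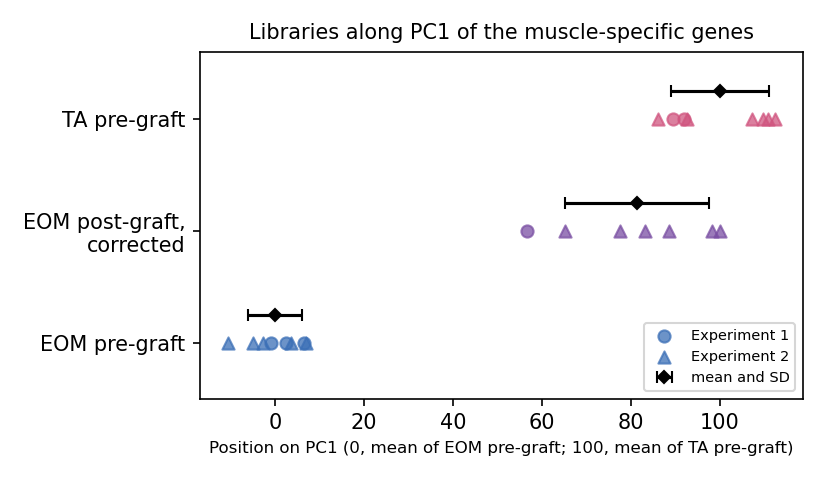
Position of each library on PC1 of the muscle-specific genes, with pre-graft EOM at 0 and pre-graft TA at 100 on average. Corrected EOM grafts are shown beside the pre-graft libraries.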

The higher similarity of the post-graft EOM samples to pre-graft TA MuSCs was further corroborated by transcriptomic correlation and hierarchical clustering analysis (S3F Fig). 

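Over the muscle-specific genes each corrected EOM graft was correlated with every pre-graft library, and the values were averaged for either muscle. The 7 grafts have a mean r of 0.763 ± 0.047 with TA and 0.619 ± 0.060 with EOM. All 7 are closer to TA, by a mean difference of 0.144 ± 0.088 (exact two-sided sign-flip permutation p 0.0156, the smallest possible for 7). The 7 grafts share one subtracted TA change, whose error this p leaves out. The difference was not computed for grafts without a change of identity, so the p alone does not decide closeness to TA. Without the correction the difference is 0.0744 (permutation p 0.0781). Pre-graft libraries correlate at a mean of 0.914 within EOM, 0.851 within TA and 0.573 between the muscles.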

The response to grafting EOM MuSCs did show a small amount of heterogeneity, as two samples appeared more centred on PC1 (Fig 3C). This suggests that either the EOM-specific genes were not downregulated sufficiently, or the TA-specific genes were not upregulated sufficiently. In these cases, it is possible that a longer recovery period might have resulted in more a homogeneous outcome. 

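In 6 measures of library quality, EOM graft mouse 2 of Experiment 2 and mouse 4 of Experiment 1 each lie inside the range of the other 5 EOM grafts in 3. Chance alone would place a library inside in 4 of the 6, so this count does not set them apart. Their 9472455 and 10526420 reads exceed the 5243925 to 8719716 of the others. Mouse 4 has 3.85% of its reads on mitochondrial genes, against 15.9% to 59.6%, and 0.227% on rRNA, against 0.567% to 9.44%. It has 209 cells in S1 Table, against 9 to 60. Mouse 4 is the only passing EOM graft of Experiment 1, so its values cannot be told from the experiment. Mouse 2 has 9758 genes detected, against 10266 to 13551, and 80.9% of reads in exons, against 68.7% to 80.1%. The mean log2 RPM of 10 endothelial genes is 6.52 in mouse 2 and 4.51 in mouse 4, against 7.30 to 9.09 in the other grafts.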

As the quality control metrics of these samples were not different to the remaining samples in this group, this is unlikely to be due to a technical artefact. 

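For each muscle-specific gene the mean of corrected EOM grafts was placed between the pre-graft means, with 100 at the muscle where the gene is high and 0 at the other. EOM-specific genes below 25 and TA-specific genes above 75 count as responsive, and those from 25 to 75 as intermediate. These scores fall within 1 unit of those in the source data of the study for 595 of 600 genes.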

We then classified location-specific genes in post-graft EOM MuSCs according to their degree of change into three categories: responsive, intermediate, and resistant (Fig 3D left). Genes were classified as resistant if they maintained their initial expression level in EOM MuSCs post-graft, while genes were classified as responsive if they adopted a TA-like expression level in EOM MuSCs post-graft. More specifically, responsive genes included EOM-specific genes fully downregulated to pre-graft TA level or TA-specific genes fully upregulated to pre-graft TA level; intermediate genes were those whose expression levels were between pre-graft EOM and TA samples; and resistant genes included EOM-specific genes that remained at pre-graft EOM level or TA-specific genes that remained at pre-graft EOM level. In agreement with the observed global shift of the transcriptome (Fig 3B), the majority of the location-specific genes showed a responsive or intermediate profile (~90% of the EOM-specific DEGs and ~80% of TA-specific DEGs) while only around 10–20% of DEGs were resistant after transplantation (Fig 3D right). 

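Of the EOM-specific genes, 153 (58.62%, jackknife SE 13.9 over the 7 grafts) are responsive, 82 (31.42%, SE 7.40) intermediate and 26 (9.962%, SE 7.13) resistant. Of the TA-specific genes, 161 (47.49%, SE 8.22) are responsive, 108 (31.86%, SE 3.82) intermediate and 70 (20.65%, SE 6.64) resistant. Responsive and intermediate genes together make 90.04% for EOM and 79.35% for TA. Leaving out each graft gives 5.747% to 13.79% resistant EOM-specific genes and 18.58% to 27.43% resistant TA-specific genes. Without the correction 59.59% of TA-specific genes are resistant, the largest move of any setting. With the donor as replicate block, 28.91% of TA-specific genes are resistant and 26.25% intermediate. A class is not a test: among responsive genes 20 of the 153 and 7 of the 161 have an adjusted p under 0.05 for their corrected change, and 116 and 75 an unadjusted p under 0.05.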

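*Lbx1* has 0 reads in all 7 EOM grafts and reads in 1 of 7 TA grafts, so its corrected log2 change of 5.23 (SE 0.73, adjusted p 1.04e-04) is mostly the fall of *Lbx1* in TA grafts with its sign turned. For *Pax3* reads occur in 2 of 7 EOM grafts (at most 8) and 3 of 7 TA grafts, and the corrected change of 3.67 (SE 1.32) has an adjusted p of 0.511. *Tbx1* has reads in 1 of 7 EOM and 5 of 7 TA grafts, with a corrected change of 3.30 (SE 1.07, adjusted p 0.376). *Lmx1a* falls, with reads in 2 of 7 EOM grafts and a corrected change of -5.43 (SE 0.76, adjusted p 1.04e-04). *Mobp* also falls, to reads in 1 of 7 (-7.30, SE 1.27, adjusted p 0.00204), but is not called in Experiment 2 alone (adjusted p 0.0501) or within donors as replicate block (-6.49, adjusted p 0.199). With failed libraries *Lbx1* has an adjusted p of 0.983 and *Lmx1a* of 0.131. *Alx4* keeps reads in 6 of 7 EOM grafts and none in TA grafts, with a corrected change of -2.13 (SE 1.01, adjusted p 0.684).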

Importantly, post-graft EOM MuSCs upregulated the TA-specific markers *Pax3*, *Tbx1 and Lbx1* while they down-regulated the EOM-specific markers *Alx4*, *Lmx1a and Mobp* (Fig 3E), confirming their acquisition of a limb-like transcriptional identity. Of note, the EOM-enriched *Pitx2* gene was resistant to alteration in expression following transplantation (Fig 3E). 

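After correction all 13 *Hox* genes lie above pre-graft EOM, with a median log2 change of 2.95. The same genes have a median of 0.80 without correction, where a gene with no read on either side still rises by 0.41 through the floor. Reads occur in fewer than 4 of 7 EOM grafts for 12 of the 13, and *Hoxa10* (ENSMUSG00000000938, chromosome 6, 52231197 to 52240854), *Hoxc11* and *Hoxc5* (ENSMUSG00000022485, chromosome 15, 103013815 to 103017429) have none in any. The exception is *Hoxa5* (ENSMUSG00000038253, chromosome 6, 52201754 to 52204587), with reads in 5 of 7 and a rise of 3.12 without correction (adjusted p 0.00657), which the correction lowers to 0.76 (adjusted p 0.936) because *Hoxa5* rises by 2.36 in TA grafts. *Hoxa7* (ENSMUSG00000038236, chromosome 6, 52214491 to 52221854) rises by 2.31 without correction, with reads in 3 of 7. In TA grafts 11 of the 13 fall, with a median of -1.72 for the list, or -0.64 relative to all genes. The correction adds the full fall of each gene to EOM grafts. Over all genes *Hoxc10* (4.87, adjusted p 0.0141), *Hoxc11* (4.11, adjusted p 0.00138) and *Hoxc9* (ENSMUSG00000036139, chromosome 15, 102976439 to 102985099; 4.75, adjusted p 0.0207) are called, and 9 when adjusted over the list alone. *Hoxc10* and *Hoxc9* are not called in Experiment 2 alone, and none of the 3 with failed libraries. None is called within donors as replicate block (adjusted p 0.301, 0.064 and 0.262), which keeps 5 EOM grafts, so fewer libraries and pairing are not told apart. Scaling without mitochondrial genes adds *Hoxa10* (adjusted p 0.0327), and leaving out the 2 central grafts adds *Hoxa6* (ENSMUSG00000043219, chromosome 6, 52205431 to 52211356; adjusted p 0.0418). Uncorrected, 11 of the 13 are lower in EOM grafts than in TA grafts; of these *Hox* genes 6 could be tested between the grafts, all higher in TA (median 1.78, fry p 0.00207, camera p 2.05e-05).

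**Figure D2:**
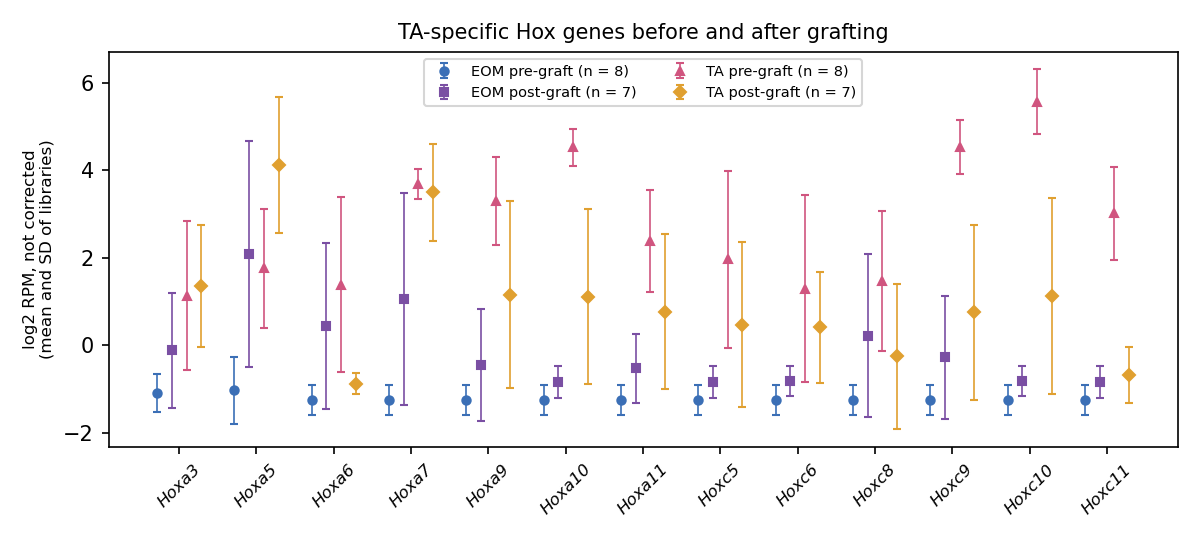
Log2 RPM of the TA-specific *Hox* genes in EOM and TA before grafting and after it, all without the correction (mean and SD of libraries). Genes with no read lie at the floor of their library.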

Strikingly, all TA-specific *Hox* genes were upregulated in post-graft EOM MuSCs, with intermediate or responsive behaviours (Fig 3F). This observation is in agreement with previous reports showing that *Hox*-negative tissues or cells adopt the *Hox* status of their new location upon grafting [62,63].

We then followed a similar approach to investigate the response of the epigenome to the different cellular microenvironments in the absence of confounding factors. We first calculated a correction coefficient based on the average DNA methylation differences between the methylomes of pre-graft and post-graft TA MuSCs using windows covering the promoter and enhancer regions and applied it to the methylome of the post-graft MuSCs. The correction coefficient was applied to promoters and enhancers of post-graft EOM and TA MuSCs. After correction, we performed PCA analysis considering promoters of location-specific genes (DEGs). Consistent with our previous results (Fig 2B), we observed no substructure of the data, suggesting no clear changes in DNA methylation at the promoter level (Fig 4A). However, a clear pattern was observed at enhancer regions associated with EOM and TA DEGs. PCA and clustering analysis of these regulatory regions showed that post-graft EOM MuSCs clustered closer to TA samples than to EOM samples (Fig 4B and S4A Fig) indicating that enhancer regions undergo global reprogramming after transplantation in response to the cellular microenvironment. Overall, enhancers associated with EOM DEGs gained DNA methylation whereas those associated with TA DEGs lost DNA methylation in post-graft EOM MuSCs (Fig 4C). These epigenetic changes could contribute to some of the observed gene expression changes upon heterotopic transplantation of EOM MuSCs. Some examples include the EOM DEGs *Eya2* and *Rtn1*, which gain DNA methylation at their associated enhancer and become repressed, and the TA DEGs *Cit* and *Enpep* which lose DNA methylation at their associated enhancer and become more expressed in the post-graft EOM MuSCs (Fig 4D). 

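*Eya2* (ENSMUSG00000017897, chromosome 2, 165595032 to 165771727) averages a log2 RPM of 6.96 ± 0.36 in EOM and 2.42 ± 2.33 in EOM grafts (-4.54, adjusted p 0.000213). Its corrected change is -4.27 (SE 1.37, adjusted p 0.366). *Rtn1* (ENSMUSG00000021087, chromosome 12, 72211752 to 72409054) has only 1 to 26 reads in EOM libraries before grafting and none in the 7 EOM grafts. Its corrected change is -2.32 (SE 1.10, adjusted p 0.684), and before grafting it is not called between the muscles (-1.19, adjusted p 0.385). DESeq2 gives *Rtn1* -4.32 (adjusted p 0.0154) and edgeR 0.056 for that comparison. *Cit* (ENSMUSG00000029516, chromosome 5, 115845278 to 116008947) has a corrected change of 2.85 (SE 1.09, adjusted p 0.560) and falls by 0.73 without correction (adjusted p 0.367). *Enpep* (ENSMUSG00000028024, chromosome 3, 129269175 to 129332720) has at most 3 reads in an EOM library before grafting and reads in 6 of 7 EOM grafts, with a mean at least 13-fold higher although 1 graft has none (log2 change 4.07, adjusted p 0.00116). Its corrected change is 3.76 (SE 1.46, adjusted p 0.570). Before grafting *Cit* and *Enpep* are called higher in TA (2.24 and 3.61), though not with failed libraries (adjusted p 0.305 and 0.436) or in 1 fit over 4 groups (adjusted p 0.164 and 0.0528). Methylation of their loci was not analysed here.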

Interestingly, the TA-specific genes *Lbx1* and *Pax3* showed moderate changes of methylation at their associated enhancers while they became more expressed, indicating that additional mechanisms regulate changes of expression observed in EOM MuSCs upon heterologous transplantation. 

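Without the correction the mean log2 RPM of *Lbx1* is -0.83 and that of *Pax3* -0.22 in EOM grafts, at or near the floor. Their corrected rise thus stems mostly from the fall of the same genes in TA grafts. Methylation was not analysed here.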

Of note, changes of enhancer methylation were also observed for some genes showing little variation in expression upon grafting, as for *Myod* and *Pitx2* (S4B Fig). 

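*Myod1* has a corrected change of 0.99 (SE 0.86, adjusted p 0.851) in EOM grafts, which places it at 48.65 between EOM and TA. Its reads occur in all 7 EOM grafts, at an uncorrected mean of 6.49 ± 2.01.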

Interestingly, the *HoxA* gene cluster acquired a DNA methylation pattern resembling that of TA MuSCs (Fig 4E), associated with an overall increased expression level (Fig 3F). The other *Hox* clusters did not show much change in their DNA methylation patterns upon heterologous transplantation (S4C Fig). This was not unexpected as EOM and TA MuSCs were found to have similar DNA methylation patterns across these regions. For the *HoxC* cluster, other mechanisms may be responsible for the expression difference observed between EOM and TA MuSCs (Fig 1E) and the gain of expression seen in EOM MuSCs after heterologous transplantation (Fig 3F). For the *HoxB* and *HoxD* clusters, the relatively low methylation levels across these regions may be responsible for the lack of expression in EOM MuSCs, TA MuSCs, and EOM MuSCs after heterologous transplantation (Fig 1E and Fig 3F).

**Fig 4:**
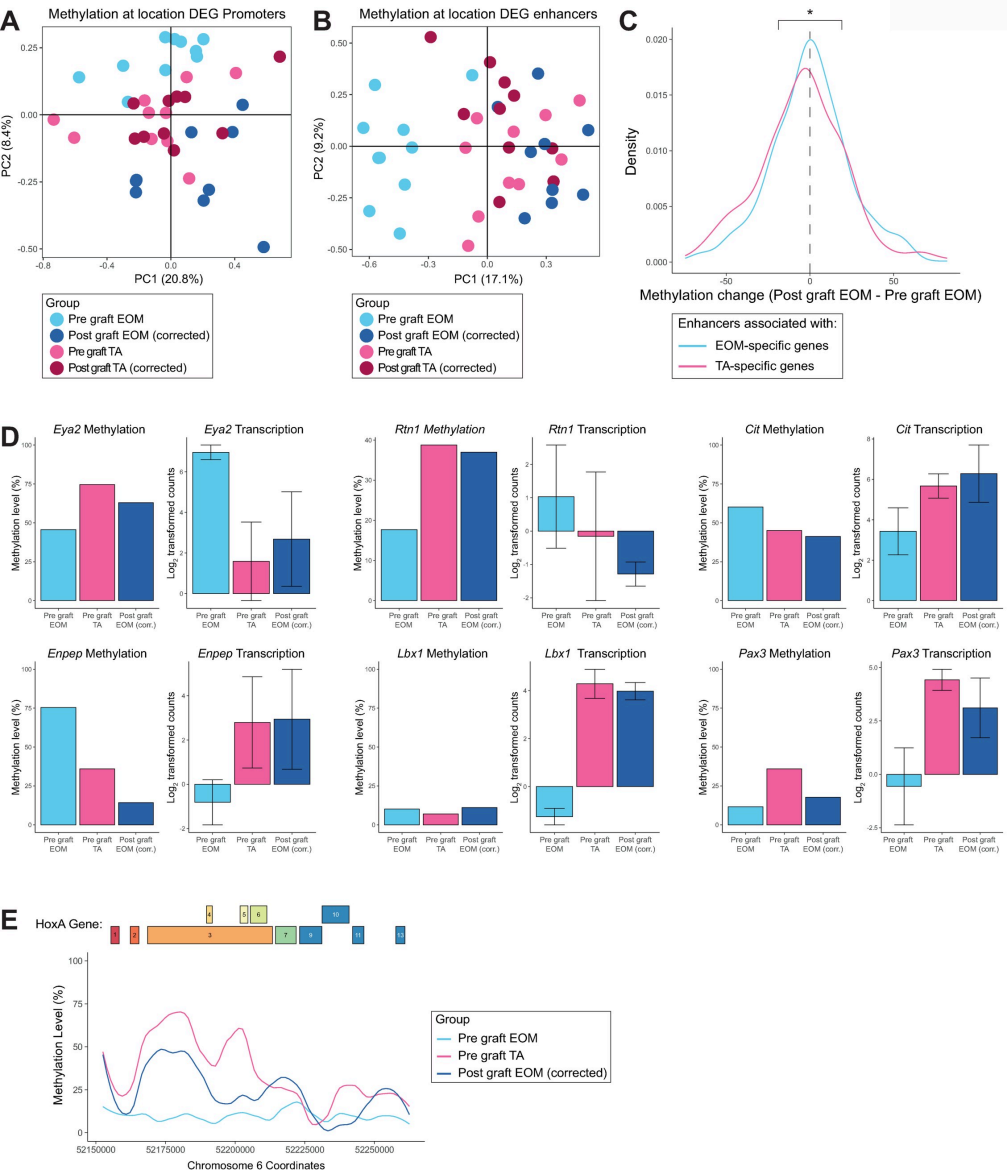
DNA methylation at enhancers partially accounts for the transcriptome plasticity of MuSCs upon heterotopic transplantation. (A) PCA analysis of TA pre-graft, EOM pre-graft and EOM post-graft MuSCs DNA methylation at promoters fails to separate samples based on anatomical location. (B) PCA analysis of TA pre-graft, EOM pre-graft and EOM post-graft MuSCs DNA methylation at enhancers separates samples based on anatomical location and demonstrates that EOM MuSCs after grafting resemble TA MuSCs at an epigenetic level in the enhancer context. (C) Density plots of the methylation difference between post-graft EOM MuSCs and pre-graft EOM MuSCs at enhancers associated with EOM or TA upregulated genes. EOM enhancers became hypermethylated in EOM MuSCs after grafting into the TA environment, while TA enhancers were hypomethylated. * p < 0.05 by Student’s t test. (D) Enhancer methylation and gene expression levels of selected EOM and TA DEGs that are responsive to grafting. (E) DNA methylation level across the *HoxA* gene cluster in pre-graft EOM, pre-graft TA and post-graft EOM samples. The *HoxA* region was highly methylated in TA MuSCs but not in EOM MuSCs. Notably, DNA methylation was gained across this region when EOM MuSCs were grafted into TA muscle.

## Discussion

Here we examined the combined transcriptional and DNA methylation signatures of head (EOM) and limb (TA)-derived MuSCs to assess the molecular determinants associated with their diversity and inform on their functional differences such as susceptibility to disease and regenerative capacity. In this context, we also investigated the extent to which a head-specific identity was determined cell-autonomously through heterotopic transplantation into a limb environment, followed by transcriptome and DNA methylation profiling of re-isolated cells.

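*Alx4* averages a log2 RPM of 2.94 ± 2.10 in EOM grafts and has no read in any TA graft, so that its mean is at least 8.16-fold higher in EOM grafts, 1 of which has no read either (log2 fold change -3.86). Over all genes this difference has an adjusted p of 1 in limma, 0.0451 in 1 fit over 4 groups and 0.00451 in DESeq2.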

Consistent with previous reports, we identified known EOM (*e*.*g*. *Alx4*, *Pitx2*) and TA (*e*.*g*. *Pax3*, *Lbx1*, *Hox* genes)-specific genes. Surprisingly, we observed expression of *HoxA* and *HoxC* genes, while limb development has been reported to rely mostly on *HoxA* and *HoxD* clusters, with minor contributions from the *HoxB* and *HoxC* clusters [64]. However, we detected expression of *Hoxa11* but not *Hoxa13* in TA MuSCs, consistent with their differential roles in the proximal-to-distal patterning of the limb [64]. 

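*Hoxa11* reads occur in 4 of 7 TA grafts and in 1 of 7 EOM grafts, which holds 4. *Hoxa13* has no read in any graft.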

Interestingly, we identified *Tbx1* as a TA-specific gene, although it is required for specification of branchial-arch derived craniofacial muscles [30]. This observation might also result from the different fiber-type composition of EOM and TA muscles and the specific properties of myogenic progenitors derived from different muscle fiber-types [65]. Additionally, EOM and TA-specific genes were enriched for developmental processes, which might reflect the persistence of molecular differences acquired during embryogenesis through adulthood. When and to what extent the transcriptomes of head and limb muscle progenitors initially diverge during embryogenesis remains to be addressed.

While several studies investigated the DNA methylation patterns of specific loci (*Myod* [66], *Myogenin* [67], *Desmin* [68], *Six1* [69], *α-smooth muscle actin* [70]) or genome-wide [43–45,71–77] during myogenic specification or myoblast differentiation *in vitro*, we report, to the best of our knowledge, the first genome-wide DNA methylation profiling of purified adult quiescent MuSCs. The adult quiescent MuSCs we analysed here have much lower global methylation levels (~50%) than that reported for somatic cells (~70%) [78], notably muscle fibers (~75%) [79], and other adult stem cells such as intestinal stem cells (78%) [80] and hematopoietic stem cells (84%) [81]. Whether such a low methylation level is required for the stemness and quiescence properties of adult MuSCs remains to be explored, as well as the dynamics of DNA methylation between MuSCs and mature myofibers. Our analysis identified some distinct DNA methylation profiles between EOM and TA MuSCs, notably at enhancers associated with location-specific genes. These results suggest that location-specific transcriptome signatures are determined by location-specific DNA methylation patterns. We are not aware of any previous studies reporting a spatial address of enhancer methylation. It is conceivable therefore that the enhancer epigenome not only registers developmental and tissue-specificity but also the location (along the anterior-posterior axis in this case). Previous reports analysed DNA methylation patterns of similar tissue samples across several anatomical locations [82,83], where changes in cellular composition might be a confounding factor. We report here for the first time the co-analysis of DNA methylome and transcriptome of purified populations of tissue-specific adult stem cells between different anatomical locations.

Our analysis of EOM and TA MuSCs re-isolated after engrafting each population into injured TA muscle followed by regeneration revealed a global reprogramming of EOM transcriptome towards a TA MuSC transcriptome, indicating that the extracellular environment strongly determines the location-specific signatures we identified. Notably, it has been shown that PW1-positive interstitial cells (PICs) were more abundant in EOM than in TA muscles [84] and that EOM-derived perimysial fibroblasts promoted myotube maturation *in vitro* compared to their limb-derived counterparts [85]. Such differences in the composition of the MuSC niche might explain the specificity and plasticity of transcriptomes we observed. Our finding is in agreement with a previous report [86], indicating that pluripotent stem cell-derived myogenic progenitors remodel partially their molecular signature towards an adult quiescent MuSC transcriptome upon *in vivo* engraftment. Importantly, our data show that TA MuSCs re-isolated after engrafting and regeneration display important transcriptome differences with their pre-grafting TA MuSCs counterparts. This suggests that comparing engrafted cells re-isolated after regeneration to adult quiescent MuSCs [86] could underestimate the extent of transcriptome plasticity driven by the *in vivo* environment.

Significantly, we identified different classes of EOM and TA-specific genes in EOM MuSCs depending on their behaviour following *in vivo* engraftment: resistant, responsive, and intermediate. Genes with intermediate responses could reflect *i)* the stable acquisition of new intermediary expression states due to buffering from initial identity, *ii)* the existence of transcriptional changes with slow kinetics towards full reprogramming or *iii)* the existence of different subpopulations of EOM MuSCs with variable reprogramming efficiency. The first two hypotheses are favored due to the long-term transcriptional changes associated with our experimental procedure and the existence of fully-responsive genes, indicating a complete reprogramming of such genes in each cell.

Transplantation of cranial-derived stem cells allowed us to assess positional information, given that EOM MuSCs lack expression of *Hox* genes. Interestingly, we observed that all TA-specific *Hox* genes were upregulated in EOM engrafted MuSCs, reflecting the acquisition of the *Hox* status of their new location, as observed previously after transplantation of *Hox*-negative cells in a *Hox*-positive domain [63,87] and unlike myoblasts maintaining their axial identity in culture [88], indicating that factors derived from the *in vivo* environment might determine the plasticity of the *Hox* status. Interestingly, MuSCs isolated from the cranial masseter muscle showed a low *Hoxa10* expression compared to TA MuSCs, and this differential expression was maintained two weeks after transplantation into injured TAs [89]. This observation suggests that the acquisition of a new *Hox* status we observed is a slow process, occurring at late stages of muscle regeneration, or that *Hox* genes display different levels of plasticity upon heterologous transplantation of EOM and masseter MuSCs. Whether the initial *Hox*-free status of EOM MuSCs is responsible for their superior regenerative capacity over *Hox*-positive limb-derived MuSCs remains to be determined. The molecular mechanisms of the *Hox* expression and methylation plasticity in adult stem cells remain to be identified, and their manipulation could be of interest in the context of regenerative medicine [90].

We speculate that the limited set of EOM resistant genes could contribute to a niche-independent and cell-intrinsic high engraftment potential of EOM MuSCs. Interestingly, these genes include *Pitx2* and genes involved in thyroid hormone signalling (*Dio2*, encoding the type-II iodothyronine deiodinase, a thyroid hormone activator, and the Tsh hormone receptor *Tshr*). 

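*Dio2* (ENSMUSG00000007682, chromosome 12, 90724554 to 90738438) has a log2 fold change of -3.43 (SE 0.25, adjusted p 6.64e-09) between the muscles before grafting, without overlap, and an adjusted p of 0.0714 in 1 fit over 4 groups. *Tshr* (ENSMUSG00000020963, chromosome 12, 91400993 to 91540509) has -3.02 (SE 0.17, adjusted p 2.09e-10), also without overlap. In EOM grafts *Dio2* falls by 3.58 (adjusted p 0.00706) and *Tshr* by 4.60 (adjusted p 0.000291), with reads in 6 of 7 grafts for either. In TA grafts they fall by 2.87 and 4.36. Corrected changes of -0.71 (SE 1.43, adjusted p 0.949) for *Dio2* and -0.23 (SE 1.13, adjusted p 0.974) for *Tshr* are smaller than their errors. Their sign turns without mouse 4 of Experiment 2 (0.49 and 0.67), a library of 9 cells with no read of *Tshr*.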

Of note, *Pitx2* overexpression was shown to increase the regenerative capacity of MuSCs [91] and *Pitx2;Pitx3* double mutant mice have impaired muscle regeneration upon injury [92], while thyroid hormone signalling was reported to be critical for MuSC survival and muscle regeneration [93,94]. Therefore, EOM resistant genes could be of interest as deterministic candidate regulators of EOM MuSC identity. Such determinants could be exploited for improving cellular therapy of muscular dystrophies [39,95,96] using the abundant limb MuSCs.

Finally, we identified plastic DNA methylation patterns in engrafted EOM MuSCs, notably at enhancers associated with location-specific genes and at the *HoxA* gene cluster. Importantly, EOM enhancers were annotated based on H3K27ac ChIP data from limb-derived MuSCs [58], which might not fully represent actual enhancers in EOM MuSCs. These observations indicate that cell-extrinsic cues are relayed through specific modifications of DNA methylation patterns to establish a MuSC transcriptome profile matching the new location. Future studies will be required to identify key molecular determinants of this interplay between the niche, the epigenome, and the transcriptome.

In summary, we report the molecular profiling of two populations of adult MuSCs which were reported to exhibit distinct regenerative capacities and originate from muscles that display different disease susceptibility. We identify differences in the methylation of enhancers and demonstrate plasticity upon exposure to a new microenvironment. Therefore, the molecular characterization and functional analysis of MuSCs from multiple muscles and physiopathological conditions will be highly informative for a more complete understanding of muscle stem cell heterogeneity and plasticity.

## Methods

### Ethics statement

Animals were handled according to national and European Community guidelines and an ethics committee of the Institut Pasteur (CETEA, Comité d'Ethique en Expérimentation Animale) approved protocols (Licence 2015–0008).

### Mice

*Tg*:*Pax7-nGFP* and *Rag2*^*-/-*^*;γC*^*-/-*^ mice were used in this study, on C57BL/6;DBA2 F1/JRj and C57BL/6J genetic backgrounds respectively. For experiments, 6 to 8-week-old male littermates were used.

### Isolation of muscle stem cells

Mice were sacrificed by cervical dislocation. *Tibialis anterior* and extraocular muscles were dissected and placed into cold DMEM (ThermoFisher, 31966). Muscles were then manually chopped with scissors and put into a 15 ml Falcon tube containing 10 ml of DMEM, 0.08% collagenase D (Sigma, 11 088 882 001), 0.1% trypsin (ThermoFisher, 15090), 10 μg/ml DNase I (Sigma, 11284932) at 37°C under gentle agitation for 25 min. Digests were allowed to stand for 5 min at room temperature and the supernatants were added to 5 ml of foetal bovine serum (FBS; Gibco) on ice. The digestion was repeated 3 times until complete digestion of the muscle. The supernatants were filtered through a 70-μm cell strainer (Miltenyi, 130-098-462). Cells were spun for 15 min at 515g at 4°C and the pellets were resuspended in 1 ml cold freezing medium (10% DMSO (Sigma, D2438) in FBS) for long term storage in liquid nitrogen or processed directly through FACS-isolation for transplantations.

Before isolation by FACS, samples were thawed in 50 ml of cold DMEM, spun for 15 min at 515g at 4°C. Pellets were resuspended in 300 μl of DMEM 2% FBS 1 μg/mL propidium iodide (Calbiochem, 537060) and filtered through a 40-μm cell strainer (BD Falcon, 352235). Viable muscle stem cells were isolated based on size, granulosity and GFP intensity using a MoFlo Astrios cell sorter (Beckmann Coulter).

Cells were collected in 5 μl cold RLT Plus buffer (Qiagen, 1053393) containing 1U/μl RNAse inhibitor (Ambion, AM2694), flash-frozen on dry ice and stored at -80°C, or in cold DMEM 2% FBS.

### Muscle stem cell transplantations

Muscle injury was done as described previously [97]. Briefly, mice were anesthetized with 0.5% Imalgene/2% Rompun. Both TAs of recipient immunocompromised *Rag2*^*-/-*^*;γC*^*-/-*^ mice were injured with 50 μl of 10 μM cardiotoxin (Latoxan, L8102) in NaCl 0.9% 24h before transplantation. Muscle stem cells from freshly dissociated EOM and TA muscles of *Tg*:*Pax7-nGFP* mice were isolated by FACS, spun for 15 min at 515g at 4°C, resuspended in 10 μl of cold PBS and injected into recipient TAs. EOM and TA muscle stem cells from a donor mouse were injected into separate TAs of the same recipient mouse, and equivalent numbers of EOM and TA cells were injected. Transplanted muscle stem cells were re-isolated by FACS based on GFP positivity after three to four weeks.

### Bisulfite-seq and RNA-seq library preparation

RNA was separated from cell lysates and processed into libraries using the G&T method as described in [47]. DNA was also processed into libraries using the bulk protocol described in [48]. Bisulfite-seq libraries were sequenced on an Illumina HiSeq-2500 with 125bp paired end reads and RNA-seq libraries were sequenced on an Illumina HiSeq-2500 with 75bp paired end reads.

### Bisulfite-seq analysis

Adapter sequences and poor-quality calls were removed from the raw sequencing files using Trim galore (version 0.4.2). Reads were then mapped to mouse genome GRCm38 and deduplicated using Bismark (version 0.16.3). Quality control metrics were examined and only samples with a total read count greater than 1000000 reads were taken forward for further analysis.

Promoters were defined as -2000bp to 500bp of the TSS of Ensembl genes. Promoters were split into CpG Island (CGI) promoters and non-CGI promoters based on whether they overlapped a CpG island. H3K27ac peaks were called using macs2 with default parameters on H3K27ac ChIP-seq data obtained from [58]. Enhancers were defined as H3K27ac peaks that did not overlap promoters. Enhancers were linked to genes based on proximity. Enhancers that were further than 1 Mb to the nearest gene were annotated as not linked to any genes. At least two CpG sites needed to be covered by reads for a promoter or enhancer to be taken forward. The mean DNA methylation level was then calculated for each promoter and enhancer that fulfilled this criterion. In addition, the mean DNA methylation of a promoter or enhancer needed to be calculated in at least 3 samples of each experimental group for that promoter or enhancer to be considered in the analysis.

### RNA-seq analysis

Adapter sequences and poor-quality calls were removed from the raw sequencing files using Trim galore (version 0.4.4). Reads were then mapped to mouse genome GRCm38 using Hisat2 (version 2.1.0). Quality control metrics were examined and only samples with a total read count greater than 500000 reads of which at least 70% resided in genes and at least 65% resided in exons were taken forward for further analysis. Read counts were corrected for library size and Log2 transformed using Seqmonk to generate Log2 RPM values. Differential expression analysis was carried out in R using DESeq and genes that demonstrated a fold change greater than 2 and a p-value less than 0.05 were classified as differentially expressed.

Correcting for the effect of transplantation was performed by initially determining the expression change for all genes between TA MuSCs before and after transplantation. This expression change was then deducted from all post-graft samples to generate corrected values that excluded the effect of transplantation alone.

## Supporting information

S1 Data Numerical values for Figs 1–4, S2–S4 Figs. (ZIP) Click here for additional data file.

S1 Fig FACS profiles of EOM and TA dissociated muscles and gene ontology analysis of the genes upregulated in EOM or TA MuSCs. (A) FACS profiles of EOM (left) and TA (middle) dissociated muscles. GFP-positive MuSCs (regions outlined in red) were isolated. (right) Overlay of GFP fluorescence intensity of EOM and TA MuSCs. (B) Gene ontology analysis of the genes upregulated in EOM or TA MuSCs. The 10 most significant categories are shown.
(PDF) Click here for additional data file.

S2 Fig EOM and TA MuSCs display different DNA methylation patterns at enhancers associated with anatomical location-specific genes. (A) PCA analysis of DNA methylation of 544 enhancers associated with genes specifically expressed in EOM or TA MuSCs. EOM and TA MuSCs separate according to their location. (B) Scatter plot comparing the mean DNA methylation levels of all enhancers in EOM and TA MuSCs. Enhancers were colour coded as significant if they were found to be differentially methylated by a rolling Z score approach (p < 0.05). See Fig 2E for genes with location-specific expression and enhancer methylation.
(PDF) Click here for additional data file.

S3 Fig Transplantation of MuSCs induces long-term transcriptome and epigenome modifications. (A) Whole transcriptome PCA analysis of pre-graft and post-graft TA and EOM MuSCs. Samples separate into before and after grafting. (B) Whole transcriptome PCA analysis of pre-graft and post-graft TA MuSCs only. Pre and post-graft samples still cluster away from each other, indicating that the EOM samples were not solely responsible for the clustering in (A) and that there is a residual impact from the grafting procedure even after the recovery period. (C) GO categories of genes upregulated (left) and downregulated (right) in post-graft *vs* pre-graft TA MuSCs. Upregulated categories suggest there was a remaining inflammatory response. (D) Mean DNA methylation levels in pre-graft and post-graft TA MuSCs for whole genome, repeat elements, promoters and enhancers. Overall there was a global increase in DNA methylation after grafting. (E) Whole transcriptome PCA analysis of pre-graft TA MuSCs and post-graft MuSCs after applying a correction coefficient accounting for transcriptome modifications specifically induced by the transplantation procedure (see Methods). Pre and post-graft samples no longer cluster separately. (F) Hierarchical clustering analysis using Euclidean distance of Pearson correlation values between TA pre-graft, EOM pre-graft and EOM post-graft MuSCs. The samples cluster separately based on anatomical location. Notably, after engrafting EOM MuSCs into TA muscle they cluster with TA MuSCs rather than EOM MuSCs.
(PDF) Click here for additional data file.

S4 Fig DNA methylation changes in MuSCs upon heterotopic transplantation. (A) Hierarchical clustering analysis using Euclidean distance of Pearson correlation values between TA pre-graft, EOM pre-graft and EOM post-graft MuSCs overall clusters samples based on location. Notably, post-graft EOM MuSCs cluster with TA MuSCs rather than with EOM MuSCs. (B) Enhancer methylation and gene expression levels of *Myod* and *Pitx2* prior to and following grafting. (C) DNA methylation level across the *HoxB* (top), *HoxC* (middle) and *HoxD* (bottom) gene clusters in pre-graft EOM, pre-graft TA and post-graft EOM samples. DNA methylation levels were similar between EOM MuSCs and TA MuSCs. In addition, grafting EOM MuSCs into the TA muscle environment did not substantially affect the DNA methylation across these regions.
(PDF) Click here for additional data file.

S1 Table RNA-seq and BS-seq quality control. (PDF) Click here for additional data file.

# Supplementary material for: Transcriptome and epigenome diversity and plasticity of muscle stem cells following transplantation
**Source:** PLoS Genet. 2020 Oct 30;16(10):e1009022. doi: 10.1371/journal.pgen.1009022
**Supplement:** S1 Table

| Sample               | Cell number | Group     | RNA seq   |                                  |                  |                    |                    |                 |                  |                 |                        |               | BS seq                  |                  |                    |                    |                |                                  |
|----------------------|-------------|-----------|-----------|----------------------------------|------------------|--------------------|--------------------|-----------------|------------------|-----------------|------------------------|---------------|-------------------------|------------------|--------------------|--------------------|----------------|----------------------------------|
|                      |             |           | Passed QC | Reason for failing QC            | Total Read Count | Forward Read Count | Reverse Read Count | Percent in Gene | Percent in exons | Percent in rRNA | Percent Genes Measured | Percent in MT | Percent on sense strand | Total Read Count | Forward Read Count | Reverse Read Count | Passed BSeq QC | Reason for failing BSeq QC       |
| Pre_Graft_1_EOM_Exp1 | 500         | EOM       | No        | Below total read count threshold | 2526             | 1258               | 1268               | 90.1897744      | 75.38339131      | 0.755699498     | 2.919620808            | 8.110751254   | 50.10508028             | 3984478          | 2396772            | 1587706            | Yes            |                                  |
| Pre_Graft_1_TA_Exp1  | 500         | TA        | No        | Below percent in exons threshold | 2694738          | 1348117            | 1346621            | 73.03559015     | 61.4123425       | 0.432921764     | 65.05616187            | 4.05988112    | 50.10284173             | 3124624          | 1837702            | 1286922            | Yes            |                                  |
| Graft_1_EOM_Exp1     | 156         | EOM to TA | No        | Below percent in exons threshold | 8118000          | 4056772            | 4061228            | 74.31045775     | 59.86262126      | 0.403978425     | 65.88066598            | 4.578246078   | 50.09315883             | 5240168          | 3173582            | 2066586            | Yes            |                                  |
| Graft_1_TA_Exp1      | 43          | TA to TA  | No        | Below percent in exons threshold | 8118128          | 4064844            | 4053284            | 67.22523366     | 51.09128276      | 0.262776243     | 64.12809687            | 3.718075046   | 50.20200634             | 2618435          | 1546105            | 1072330            | Yes            |                                  |
| Pre_Graft_3_EOM_Exp1 | 500         | EOM       | Yes       |                                  | 9714819          | 4855763            | 4859056            | 93.51584894     | 76.62899137      | 0.724236457     | 53.46929021            | 2.911528188   | 49.95224251             | 3262872          | 1959499            | 1303373            | Yes            |                                  |
| Pre_Graft_3_TA_Exp1  | 500         | TA        | Yes       |                                  | 9408622          | 4649308            | 4659314            | 93.07168382     | 74.87022883      | 0.909354716     | 55.6639847             | 3.926426543   | 50.11751135             | 3693672          | 2010695            | 1682977            | Yes            |                                  |
| Graft_3_EOM_Exp1     | 100         | EOM to TA | No        | Below percent in exons threshold | 9836285          | 4921322            | 4914963            | 67.80642539     | 55.76630088      | 0.244547533     | 60.69863778            | 5.391259804   | 49.95964551             | 1916836          | 1121556            | 795280             | Yes            |                                  |
| Graft_3_TA_Exp1      | 24          | TA to TA  | Yes       |                                  | 9856574          | 4931243            | 4934331            | 79.22706962     | 69.96656877      | 0.501624232     | 60.02549191            | 5.44851335    | 50.17973462             | 2944671          | 1776983            | 1177688            | Yes            |                                  |
| Pre_Graft_4_EOM_Exp1 | 500         | EOM       | Yes       |                                  | 7838450          | 3916739            | 3921711            | 92.94604627     | 75.6263681       | 0.745339286     | 56.0742452             | 3.044337031   | 49.97531637             | 5724331          | 3399684            | 2324647            | Yes            |                                  |
| Pre_Graft_4_TA_Exp1  | 500         | TA        | Yes       |                                  | 6582304          | 3290488            | 3291816            | 91.42184123     | 75.09392623      | 0.769314483     | 58.32072015            | 3.220825069   | 50.25973618             | 3471919          | 1924985            | 1546934            | Yes            |                                  |
| Graft_4_EOM_Exp1     | 209         | EOM to TA | Yes       |                                  | 10526422         | 5256309            | 5270113            | 88.28918632     | 71.36606746      | 0.227194044     | 51.41400462            | 3.848697414   | 49.95126555             | 895              | 504                | 391                | No             | Below total read count threshold |
| Graft_4_TA_Exp1      | 28          | TA to TA  | No        | Below percent in exons threshold | 6768072          | 3378817            | 3389255            | 70.67912877     | 56.06331452      | 0.294868973     | 58.31273932            | 4.104152234   | 50.08825938             | 1607720          | 962806             | 644914             | Yes            |                                  |
| Pre_Graft_5_EOM_Exp1 | 500         | EOM       | Yes       |                                  | 9471491          | 4728932            | 4742559            | 93.58848502     | 75.55792704      | 0.994485877     | 54.45710189            | 3.643428772   | 50.15849241             | 3537638          | 2088006            | 1449632            | Yes            |                                  |
| Pre_Graft_5_TA_Exp1  | 500         | TA        | No        | Below total read count threshold | 222822           | 111412             | 111410             | 91.19169941     | 78.77264236      | 0.526680098     | 36.25428184            | 2.53263049    | 49.8878362              | 12491074         | 7098514            | 5392560            | Yes            |                                  |
| Graft_5_EOM_Exp1     | 105         | EOM to TA | No        | Below percent in exons threshold | 9708205          | 4855043            | 4853162            | 76.02445475     | 62.1141577       | 0.286291        | 59.45192384            | 4.908080657   | 50.10830155             | 2329456          | 1369250            | 960206             | Yes            |                                  |
| Graft_5_TA_Exp1      | 36          | TA to TA  | No        | Below percent in exons threshold | 1139937          | 569878             | 570059             | 70.97556352     | 61.13137404      | 0.278096141     | 48.43862025            | 4.859778773   | 49.70819874             | 2041521          | 1188335            | 853186             | Yes            |                                  |
| Pre_Graft_1_EOM_Exp2 | 500         | EOM       | Yes       |                                  | 8580937          | 4288170            | 4292767            | 93.92541256     | 79.59085786      | 1.167448329     | 53.31793197            | 7.021738997   | 49.99451211             | 4299795          | 2619022            | 1680773            | Yes            |                                  |
| Pre_Graft_1_TA_Exp2  | 500         | TA        | Yes       |                                  | 8888641          | 4462385            | 4426256            | 91.99653198     | 78.41363368      | 1.69199174      | 51.24273082            | 22.93827093   | 50.32893719             | 2429682          | 1368710            | 1060972            | Yes            |                                  |
| Graft_1_EOM_Exp2     | 46          | EOM to TA | Yes       |                                  | 5517157          | 2759657            | 2757500            | 84.72944087     | 74.93079003      | 0.56734565      | 56.27738389            | 15.89844554   | 50.1478624              | 3287164          | 1944096            | 1343068            | Yes            |                                  |
| Graft_1_TA_Exp2      | 26          | TA to TA  | Yes       |                                  | 7373776          | 3706789            | 3666987            | 82.76502411     | 71.25249094      | 1.462189876     | 53.49318888            | 25.3478087    | 50.47282198             | 3744447          | 2230205            | 1514242            | Yes            |                                  |
| Pre_Graft_2_EOM_Exp2 | 500         | EOM       | Yes       |                                  | 14402975         | 7204134            | 7198841            | 92.90538725     | 76.91790527      | 1.42060353      | 50.50585157            | 8.16326724    | 49.81367102             | 2971898          | 1774302            | 1197596            | Yes            |                                  |
| Pre_Graft_2_TA_Exp2  | 500         | TA        | Yes       |                                  | 11372962         | 5683972            | 5688990            | 84.84251451     | 73.38443463      | 1.242364925     | 59.23683582            | 16.96431074   | 49.95241536             | 4383725          | 2485686            | 1898039            | Yes            |                                  |
| Graft_2_EOM_Exp2     | 35          | EOM to TA | Yes       |                                  | 9472455          | 4742871            | 4729584            | 89.4076115      | 80.9335573       | 1.242123349     | 42.61132797            | 33.03771331   | 50.06935284             | 2135945          | 1240777            | 895168             | Yes            |                                  |
| Graft_2_TA_Exp2      | 67          | TA to TA  | Yes       |                                  | 9327101          | 4661691            | 4665410            | 89.88366732     | 73.80782874      | 0.658059026     | 48.48243448            | 16.42485708   | 50.08474135             | 2647527          | 1455104            | 1192423            | Yes            |                                  |
| Pre_Graft_3_EOM_Exp2 | 500         | EOM       | No        | Outlier in group                 | 11093142         | 5539570            | 5553572            | 87.17112052     | 76.79700025      | 1.384625466     | 54.31370987            | 18.29608282   | 49.8062178              | 3118779          | 1872511            | 1246268            | Yes            |                                  |
| Pre_Graft_3_TA_Exp2  | 500         | TA        | Yes       |                                  | 9855767          | 4915867            | 4939900            | 90.21110607     | 77.75402091      | 0.948175304     | 46.02485462            | 14.42974675   | 49.87659585             | 1454312          | 785157             | 669155             | Yes            |                                  |
| Graft_3_EOM_Exp2     | 16          | EOM to TA | Yes       |                                  | 6802637          | 3387031            | 3415606            | 91.70628905     | 80.12674953      | 9.438975386     | 47.16402454            | 59.62696      | 49.88199538             | 1492074          | 885602             | 606472             | Yes            |                                  |
| Graft_3_TA_Exp2      | 16          | TA to TA  | Yes       |                                  | 5378534          | 2669422            | 2709112            | 75.52384841     | 73.83395154      | 1.453079311     | 61.79399347            | 46.83940504   | 49.70965776             | 2967698          | 1807125            | 1160573            | Yes            |                                  |
| Pre_Graft_4_EOM_Exp2 | 500         | EOM       | Yes       |                                  | 13363659         | 6681346            | 6682313            | 93.2906331      | 74.95184777      | 0.872231419     | 54.8394806             | 4.331800788   | 50.27834165             | 9222445          | 5502069            | 3720376            | Yes            |                                  |
| Pre_Graft_4_TA_Exp2  | 500         | TA        | Yes       |                                  | 3326270          | 1662095            | 1664175            | 93.02937119     | 78.78842211      | 0.464837902     | 51.820282              | 4.225485665   | 49.76042663             | 8557770          | 4775275            | 3782495            | Yes            |                                  |
| Graft_4_EOM_Exp2     | 9           | EOM to TA | Yes       |                                  | 7830185          | 3918610            | 3911575            | 80.02761509     | 72.92853341      | 1.302369123     | 55.03636816            | 37.06962635   | 50.1515974              | 2676872          | 1604720            | 1071952            | Yes            |                                  |
| Graft_4_TA_Exp2      | 78          | TA to TA  | Yes       |                                  | 8258350          | 4112506            | 4145844            | 89.28089037     | 74.99759842      | 1.454942548     | 48.6975225             | 32.27851736   | 49.84247798             | 3425477          | 1920639            | 1504838            | Yes            |                                  |
| Pre_Graft_5_EOM_Exp2 | 500         | EOM       | Yes       |                                  | 12301509         | 6143743            | 6157766            | 93.92563017     | 79.40682033      | 0.60683463      | 53.79988847            | 3.270604992   | 49.98125233             | 5723189          | 3372833            | 2350356            | Yes            |                                  |
| Pre_Graft_5_TA_Exp2  | 500         | TA        | Yes       |                                  | 9026147          | 4528852            | 4497295            | 92.82411688     | 75.80510025      | 0.849375467     | 55.55245758            | 6.994724008   | 50.24110001             | 3781453          | 2112089            | 1669364            | Yes            |                                  |
| Graft_5_EOM_Exp2     | 60          | EOM to TA | Yes       |                                  | 5243925          | 2624030            | 2619895            | 83.32368228     | 77.60947927      | 2.348929483     | 58.04588545            | 45.33801121   | 49.98864409             | 4429479          | 2658831            | 1770648            | Yes            |                                  |
| Graft_5_TA_Exp2      | 141         | TA to TA  | Yes       |                                  | 7345185          | 3688828            | 3656357            | 79.82365201     | 69.01545455      | 1.237329435     | 58.20919302            | 19.33845234   | 50.3848372              | 2705658          | 1559481            | 1146177            | Yes            |                                  |
| Pre_Graft_6_EOM_Exp2 | 500         | EOM       | Yes       |                                  | 13514749         | 6760663            | 6754086            | 93.06693631     | 75.94415748      | 0.621321455     | 55.56839003            | 3.478315593   | 50.06965287             | 3875343          | 2322710            | 1552633            | Yes            |                                  |
| Pre_Graft_6_TA_Exp2  | 500         | TA        | Yes       |                                  | 11938050         | 5967137            | 5970913            | 90.10236216     | 75.70691336      | 1.618090506     | 55.97466741            | 17.37997732   | 50.04611728             | 2646683          | 1481954            | 1164729            | Yes            |                                  |
| Graft_6_EOM_Exp2     | 33          | EOM to TA | Yes       |                                  | 8719716          | 4361861            | 4357855            | 77.47832187     | 68.66743098      | 1.2823181       | 60.9814387             | 24.83408691   | 50.08902471             | 4158705          | 2463848            | 1694857            | Yes            |                                  |
| Graft_6_TA_Exp2      | 16          | TA to TA  | Yes       |                                  | 9360048          | 4677495            | 4682553            | 88.92941297     | 79.37538471      | 1.48382525      | 46.73783159            | 28.899288     | 50.00912706             | 2137529          | 1284880            | 852649             | Yes            |                                  |

How the deposited data were processed for this re-analysis (not part of the article)

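RNA was sequenced in 40 libraries: EOM and TA MuSCs of 10 donor mice, before and after grafting into TA, in 2 experiments. The 40 libraries of bisulfite sequencing of the same samples are not analysed here, and neither are GFP intensities. Each library was assigned to its muscle, stage, mouse and experiment from its label and from S1 Table. The cell numbers of S1 Table and those of the labels differ for 4 of the RNA libraries, and those of S1 Table were used. For the second sort the paper gives 28 days in its results and a range of 3 to 4 weeks in its methods, and the labels give day 21, which lies within that range. Some results on single genes are not reported here.

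According to the paper, the authors trimmed the reads with Trim galore, aligned them to GRCm38 with Hisat2, and corrected read counts for library size and took log2 in Seqmonk. The tool that counted reads per gene is not named. The table of genes deposited by the authors holds log2 RPM values, corrected for library size, 1 column per library and 40 in all, of which 0 were left unused. The tables of library measures deposited by the authors hold counts of reads and percent of reads in genes, exons, rRNA and mitochondrial genes. The release of the gene annotation and the rule for reads with several alignments are not stated. The total reads deposited by the authors equal those of S1 Table for 38 of the 40 libraries and differ for 2 TA libraries of mouse 3 of Experiment 1, in 1 digit before grafting and by 2 digits in exchanged places after it.

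In each library the lowest log2 value stands for a gene without a read, at 0.9 of a read. Reads were recovered by scaling each library to that value, and 99.9969% of the values came out whole. Reads on genes, detected genes and the tests on counts rest on these recovered reads. Averages of recovered reads were checked against those in the source data of Fig 1C for the 1999 genes held here. Plain averages lie within 0.1% for 1842 of them, and DESeq2 averages for 1997. A gene present more than once in the table was kept where it had more reads, which leaves 25900 genes.

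The values compared are the log2 RPM of the authors. Linear models were fitted in limma 3.58.1 (R 4.3.3) with moderated variances and a trend over the mean, for genes above log2 RPM 1 in at least 4 of the libraries compared. p-values are two-sided and were adjusted by the method of Benjamini and Hochberg. Genes with an adjusted p under 0.05 and a log2 fold change beyond 1 in size were called. The comparisons are TA with EOM before grafting, post-graft with pre-graft in TA and in EOM, TA with EOM after grafting, and the change of EOM minus the change of TA. The same cut-offs were used with edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on recovered reads. Where a group has at most 3 reads in every library, the fold is given as a lower bound, the mean RPM of the other group over the mean RPM that 3 reads would give, so it compares means and single libraries may still overlap. Principal components were computed on centred, unscaled values of all genes, and groups were compared on them by exact permutation of labels.

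For the grafts, the mean change of each gene in TA was subtracted from post-graft values, as the paper describes. Scores of the 261 EOM-specific and 339 TA-specific genes listed in the source data run from 0 to 100 between the pre-graft means, with class limits at 25 and 75. Errors of the class shares are jackknife errors over the 7 EOM grafts. Closeness to each muscle was compared by exact sign-flip permutation. Neither includes the error of the TA change that was subtracted.

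Lists of genes were tested with camera (inter-gene correlation 0.01) and with fry, which keeps the correlation among the genes of a list, where at least 3 genes of a list were tested. The lists are interferon-induced genes, complement, macrophage, lymphocyte, endothelial, fibro-adipogenic, myofibre, Schwann cell, quiescence, activation and differentiation, and stress of dissociation. All 11 were written from general knowledge before the data were examined. A list of 14 oligodendrocyte genes was added after the values of *Mobp* were seen. Single genes reported are those that the paper names in its conclusions and the TA-specific *Hox* genes, and other genes are named only where a count is 5 or fewer or where a list is described by its genes.

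Samples were grouped by muscle and stage. Only libraries that S1 Table passes were compared, 8 and 8 before and 7 and 7 after grafting, which leaves out 10. The alternatives, set before the data were examined, are log2 of RPM plus 1, no filter or a stricter filter (log2 RPM above 2 in at least 7 libraries), the donor mouse as replicate block, the experiment as covariate, Experiment 2 alone, all libraries, 1 fit over 4 groups, scaling without mitochondrial genes, centring on the median of each library, edgeR and DESeq2. For the corrected values they are also the genes called here in place of those of the study, no correction, leaving out the 2 grafts at the centre of PC1 and leaving out each EOM graft in turn. DESeq2 without a filter was added after the data were seen, and so were these alternatives for the counts of EOM grafts and of genes that change differently.

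Cells of EOM and TA and their grafts come from the same donor mouse. The deviations of a donor from its group means were correlated between EOM and TA before grafting, with a mean r of 0.0677 over 7 pairs, of which 3 exceed 0.1, against -0.00776 between different donors. For the other pairings the mean r is 0.00849 (TA before and after), 0.0291 (EOM and TA after) and -0.0535 (EOM before and after). The donor was therefore kept as an alternative, a replicate block. Among 780 pairs of libraries 0 are duplicates, and the highest r is 0.9418.

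Before grafting the libraries have a median of 3205888 recovered reads on genes in EOM and 2648856 in TA, and after grafting 2046388 and 2350191. With this depth genes with low values are measured by few reads in each library, and a gene may be missed in a library by chance.

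The procedure was tested on simulated data with 200 changed genes of 13374. Here limma called 89.5% of them, with 5.29% of its calls on unchanged genes, edgeR 94.5% with 4.55%, and DESeq2 96.5% with 13.8%. The simulated changes all exceeded the fold limit of a call and lay at genes well above the floor. The design was that of the pre-graft libraries, with the same dispersion for all genes. These rates thus do not give the accuracy of calls near the floor, near the fold limit or in grafts.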

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

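The tests in this part were chosen after the results were seen, although the gene lists were written before the data were examined. For single libraries the gap to the nearest value was compared with a 5% threshold in 108 groups of values, where chance would give 5.4, and 6 exceed it.

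On library measures 3 of 38 groups hold such a value. The EOM graft of mouse 3 of Experiment 2 has 9.439% of its reads on rRNA, and the next EOM graft 2.35%. The EOM graft of mouse 4 of Experiment 1 had 209 cells by S1 Table, and the next 60, whereas its label gives a lower number. The TA graft of mouse 3 of Experiment 2 has a mean log2 RPM of 3.35 over MuSC genes, and the next 5.53. These libraries were kept.

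On single genes 3 of 70 groups hold one. *Cit* is at 4.40 in TA of mouse 6 of Experiment 2 before grafting, and the next library at 5.49. *Tshr* is at -0.95, without a read, in the EOM graft of mouse 4 of Experiment 2, made from 9 cells. *Hoxa5* is at -1.14, without a read, in TA of mouse 3 of Experiment 2 before grafting. The number found is close to the number that chance gives.

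Grafting changes 30 genes differently in EOM and TA, and the adjustment lets a share of at most 0.05 of them be chance. The number is 10 with the donor as replicate block, 15 in Experiment 2 alone and 1 with all libraries. Likewise the list of Schwann cell genes falls in EOM grafts (median -2.44, 8 of 8 lower, with -1.48 for all genes) and not in TA grafts (0.11, 4 of 7 higher). The median difference is -2.998 (fry p 0.00951, adjusted 0.0309 over the lists tested). Before grafting this list is already higher in EOM (median of TA over EOM -2.145, 8 of 8 genes, fry adjusted p 0.0146). The study lists 3 of its genes for EOM. Chance would bring 0.05 of the lists to an unadjusted p under 0.05.

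Endothelial genes, which the paper does not discuss, rise on grafting by a median log2 change of 3.07 in TA and 5.14 in EOM. The EOM library of mouse 3 of Experiment 2 before grafting, which S1 Table leaves out as an outlier, has a mean of 9.12 over these genes, above the 8 pre-graft EOM libraries that pass, whose highest value is 6.60. Chance would again bring 0.05 of the lists to such an unadjusted p, and no chance share was computed for a library left out by the study.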

How the results depend on the processing

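Tests chosen after the result was seen are DESeq2 without a filter and the settings for EOM grafts and for genes that change differently in EOM and TA. Of 289 values of the main results under other settings, 218 keep their reading, 6 become weaker and 65 move by more than the set margin. Of 1058 values of single genes 1005 keep it, 39 become weaker, 8 stronger and 6 turn their sign.

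Before grafting, limma's 437 genes higher in EOM become 173 with all libraries, 138 in 1 fit over 4 groups, 282 without mitochondrial genes in the scaling, 267 after centring, 191 in edgeR and 259 in DESeq2. The 166 genes higher in TA become 266 with the donor as replicate block, 97 in Experiment 2 alone, 29 with all libraries, 68 in 1 fit over 4 groups and 323 in DESeq2. DESeq2 without a filter, added after the data were seen, gives 261 and 339. With the donor as replicate block 439 genes are higher in EOM, of which 357 are among the 437, and of the 266 higher in TA 152 are among the 166. The 13 *Hox* genes become 6 under the stricter filter, 7 in Experiment 2 alone and 3 with all libraries. PC1 holds 84.48% with all libraries and then does not separate the muscles (permutation p 0.944). *Myf5* turns to -0.066 in Experiment 2 alone and *Rtn1* to 0.056 in edgeR.

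In TA grafts the 496 higher genes become 198 in Experiment 2 alone, 897 without mitochondrial genes, 1031 after centring, 782 in edgeR and 1151 in DESeq2. The 4046 lower genes become 1803, 942, 706, 402 and 545 in the same order. In EOM grafts the 460 higher genes become 279 under the stricter filter, 293 with the donor as replicate block, 142 with all libraries, 727 without mitochondrial genes, 946 after centring, 907 in edgeR and 1196 in DESeq2. The 7302 lower genes become 4537 with the replicate block, 924 without mitochondrial genes, 548 after centring, 380 in edgeR and 546 in DESeq2. The complement list is at -1.61 (fry p 0.0558) with the donor as replicate block and at -0.348 (fry p 0.238) with all libraries. Between the grafts of EOM and TA, 1 gene higher in EOM (*Hbb-b1*) is called with the donor as replicate block and 3 in Experiment 2 alone (*Hbb-b1*, *Hba-a1*, *Hba-a2*). In 1 fit over 4 groups 2 are higher in EOM and 1 in TA, and in DESeq2 1 and 2.

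Without the correction, 53.98% of TA-specific genes are higher in EOM grafts (fry p 0.311), and 7.332% of genes alike before grafting, the position on PC1 is 107 and the difference of correlations 0.0744 (permutation p 0.0781). EOM-specific genes are then 20.69% intermediate and 75.86% responsive, and TA-specific genes 59.59% resistant, 14.16% intermediate and 26.25% responsive. With all libraries, 74.04% of TA-specific genes are higher (fry p 0.422), the position is 128.3, and TA-specific genes are 31.86% resistant and 38.64% responsive. The genes called here give 11.45% resistant and 41.57% intermediate TA genes, Experiment 2 alone 27.73% intermediate, and leaving out the 2 central grafts 22.99% intermediate EOM genes. With the donor as replicate block 28.91% of TA-specific genes are resistant and 26.25% intermediate. Leaving out each graft gives 18.58% to 27.43% resistant and 27.43% to 31.86% intermediate TA-specific genes, with 28.02% intermediate without mouse 3 of Experiment 2, and 42.48% to 52.21% responsive. For EOM-specific genes it gives 5.747% to 13.79% resistant, 26.82% to 36.02% intermediate and 50.19% to 67.43% responsive. Experiment 2 alone leaves 5.364% of these resistant. The 30 genes that change differently become 15 in Experiment 2 alone, 1 with all libraries and 10 with the donor as replicate block, and 20 to 29 when each graft is left out.

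The corrected change of *Dio2* turns its sign without mouse 4 of Experiment 2 (0.49), and that of *Tshr* with all libraries (0.085), without mitochondrial genes (0.045) and without mouse 4 of Experiment 2 (0.67). The replicate block, which keeps 5 EOM grafts here, also removes the calls of *Mobp*, *Hoxc9*, *Hoxc10* and *Hoxc11* in corrected EOM grafts. *Hoxc8* then fails the filter on low values before grafting, and apart from these and *Hbb-b1* the replicate block changed no other call of a single gene named in the text. The cause was not tested in any of these cases. All libraries include EOM of mouse 1 and TA of mouse 5 of Experiment 1 before grafting. A gene without a read stands there at log2 RPM 10.74 and 4.40. Calls lost with all libraries thus cannot be told from an effect of low depth.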

Differences from the paper's values

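The comparison with the values of the paper was set before the data were examined, except for DESeq2 without a filter, which was chosen after seeing the values.

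The paper gives 261 genes higher in EOM, and limma calls 437. It gives 339 genes higher in TA (the paper), and limma calls 166. For EOM 6 of the alternatives set before the data were examined stay within 1.5-fold of the paper: no filter (361), Experiment 2 alone (295), scaling without mitochondrial genes (282), centring (267), edgeR (191) and DESeq2 (259). For TA 5 do: the donor as replicate block (266), scaling without mitochondrial genes (226), centring (240), edgeR (247) and DESeq2 (323). DESeq2 on all genes without a filter, chosen after seeing the values, reaches the 261 and 339 of the paper, gene by gene.

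The other values of the paper compared here do not differ by this measure. Among them, 66.67% of cluster C of the *Hox* genes is called here and 75% in the paper.

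Beyond these values there are 2 differences. The paper names complement among the pathways that rise in TA grafts, and 0 of 9 complement genes tested are called higher. *Pax3* is not detected in EOM in the paper, and 1 of 8 EOM libraries has 41 reads of it.

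Other genes have the direction that the paper gives and are not called here. Before grafting, *Myf5* is at 0.29 (adjusted p 0.320) and *Rtn1* at -1.19 (adjusted p 0.385). DESeq2 brings *Myf5* to 0.53 (adjusted p 0.0179), still within a log2 fold change of 1, and calls *Rtn1* (-4.32, adjusted p 0.0154). The paper describes genes as higher or lower in corrected EOM grafts by their level. Of those it names, *Pax3* (adjusted p 0.511), *Tbx1* (0.376), *Alx4* (0.684), *Eya2* (0.366), *Rtn1* (0.684), *Cit* (0.560) and *Enpep* (0.570) are not called, nor are 10 of the 13 *Hox* genes. Among these, scaling without mitochondrial genes calls *Hoxa10* (adjusted p 0.0327), and leaving out the 2 central grafts calls *Hoxa6* (adjusted p 0.0418).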

Other observations

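Of the tests below, thinning, scoring on other libraries, splits of pre-graft libraries and of TA libraries and both tests on oligodendrocytes were set before their result was seen. Stand-in genes, *Hox* carry-over, DESeq2 averages, splits between the grafts the bound on the share of mitochondrial reads and all tests on endothelial genes were chosen after the result was seen. The endothelial pattern came from a look at 11 lists in 5 comparisons and stands as a hypothesis.

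The approach of corrected EOM grafts to TA might be a product of rarer MuSC transcripts after grafting. Reads of pre-graft libraries thinned by the fall of MuSC genes give at most 6.897% responsive EOM-specific genes in 100 draws, against 58.62% observed. These MuSC genes are 8 genes of the quiescence list, so their fall may also be a loss of quiescence expression. Stand-in genes that keep their muscle difference and are as low after grafting give at most 11.88%. Scored on pre-graft libraries other than those that chose the genes, 56.07% are responsive at the median of 100 splits, against 59.65% on the same libraries. Of TA-specific genes 47.49% are responsive, against at most 21.24% in thinned reads and 18.88% in stand-in genes, and 42.63% on other libraries against 48.98% on the same. These values argue against low depth or choice of genes as the whole source, for both lists. Stand-in genes that lose their muscle difference give 84.29% to 92.72% responsive EOM-specific genes and 66.37% to 75.81% responsive TA-specific genes. The observed shares lie below these ranges. The share of TA-specific genes that are higher is 85.55%. It is less telling against thinned reads, which give 66.96% to 85.25%, than against stand-in genes that keep their difference, which give at most 66.37%.

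The rise of the *Hox* genes could be carried over from TA grafts by the correction. Of the 13 genes 12 have reads in fewer than 4 of 7 EOM grafts, and their median change is 0.80 without correction, which fits that explanation for most of them. An exception is *Hoxa5*, which has reads in 5 of 7 grafts and rises without correction by 3.12 (adjusted p 0.00657, at least 7.88-fold in the means). The correction lowers that rise to 0.76, since *Hoxa5* also rises in TA grafts (2.36). *Hoxa7* is at 2.31 without correction, with reads in 3 of 7 grafts, and its change in TA grafts is only -0.19, so little of its rise is carried over. *Hoxa6* (1.69 without correction) and *Hoxc8* (1.47) also have reads in 3 of 7 EOM grafts and in 0 EOM libraries before grafting, and both average higher in EOM grafts than in TA grafts. For these the correction adds to a rise seen in few reads without it. *Hoxa3* is at 0.97 without correction, with reads in 3 of 7 EOM grafts. It also rises in TA grafts (0.22), so the correction lowers its change to 0.75 and carries no rise over. For the other genes a true rise too small for this depth stays open.

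Endothelial cells or their RNA may be present among the sorted post-graft cells. All 10 endothelial genes have a higher mean in TA grafts than before (9 called, fry p 0.0127, adjusted 0.0206), and 9 of 10 in EOM grafts (fry p 0.00266). The most abundant, *Fabp4*, has a mean log2 RPM of 7.77 in TA and 4.45 in EOM before grafting, 11.63 in TA grafts and 10.48 in EOM grafts. *Cldn5* goes from 5.32 to 10.20 in TA and from 1.81 to 8.65 in EOM. *Tek* is the exception in EOM. Pre-graft libraries also hold reads of them, with 9 of 10 above log2 RPM 1 in at least 4 EOM libraries and 10 in TA. Whether these reads come from the MuSCs was not tested. Of the 10 genes, 1 is among the TA-specific genes of the study, and 0 are in another list. Even a loss of all mitochondrial reads, counted from the TA library with most of them before grafting, could raise other genes by at most 0.49, against medians of 3.07 for this list and 2.45 for interferon-induced genes in TA. The share of reads on mitochondrial genes is thus not the source of either rise, and its own rise lowers other genes in TA grafts (mean log2 shift -0.59, permutation p 0.00699). Expression of these genes by the grafted cells themselves is a biological alternative that was not tested.

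Over the 7 EOM grafts the position on PC1 follows the mean of the endothelial genes with r 0.892 (permutation p 0.00496, adjusted over 4 relations 0.0167) and rho 0.75 (permutation p 0.0663, adjusted 0.133). It follows cell number as closely (r -0.779, permutation p 0.00833, adjusted 0.0167), and there rho is -0.893 (permutation p 0.0123, adjusted 0.0492). Without the 2 grafts farthest out r is 0.531, and within Experiment 2 it is 0.808 over 6. The mean of MuSC genes (r -0.797), mitochondrial share (0.614) and cell number vary along with it, so a shift by endothelial RNA, by fewer MuSCs or by a stronger response could not be told apart. Before grafting, TA-specific genes correlate with the endothelial mean over 8 TA libraries at a median of 0.0706, and other genes at -0.0792, and 15.38% of them exceed r 0.7, against 11.01%. The endothelial list itself is higher in TA before grafting (median 3.12, 9 of 10 higher, camera p 2.69e-06, fry p 0.150). A median near 0 over genes that go both ways in 8 libraries does not decide, so whether endothelial RNA in TA pre-graft libraries adds to the TA-specific list remains open.

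*Mobp* in EOM might come from cells of nerve. *Mobp* follows the mean of 14 oligodendrocyte genes over these libraries (r 0.806, exact permutation p 0.0177, rho 0.81, p 0.0218, and r 0.658 without the 2 farthest, with only 5 libraries in Experiment 2). In the library with most *Mobp*, 3514 reads, 6 of the 14 have at most 3 reads, which argues against whole oligodendrocytes, while *Mbp* has 6471. Of this list 10 genes were tested, 8 are higher in EOM and 2 called (median -1). The EOM libraries express 9 of its 14 genes and TA 8, 4 are in another list and the study lists 3 for EOM. RNA set free from cut nerve and expression in EOM MuSCs both remain possible.

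Other lists give the following medians for TA grafts. Quiescence genes fall by 2.27 (10 of 11 lower, fry p 0.000241), or -1.19 relative to all genes, and genes of dissociation stress by 1.51 (12 of 12 lower, fry p 0.000359), or -0.42 relative to all genes, with 4 of 12 above the median of all genes. Fibro-adipogenic genes are at 3.72 (6 of 9 higher, fry p 0.155), myofibre genes at 0.99 (9 of 11 higher, fry p 0.112; 3 of the list are TA-specific in the study), macrophage genes at -0.05 (3 tested, fry p 0.787), Schwann cell genes at 0.11 (7 tested, fry p 0.578), and activation and differentiation genes at -1.22 (7 tested, fry p 0.0403), or -0.13 relative to all genes, with 5 of 7 higher in edgeR. The falls of the stress and of the activation list are thus mostly those of all genes. Of 12 lymphocyte genes 0 passed the filter. In EOM grafts myofibre genes are at 3.58 (10 of 11 higher, 8 called, fry p 0.00254), and their corrected change is 2.00 (10 of 11 higher, fry p 0.0341, adjusted 0.0885). What this rise means was not tested. Before grafting, stress genes are higher in TA in 12 of 12 cases (median 0.66, fry adjusted p 0.000921), and 5 of them are among the TA-specific genes of the study.

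In the splits of libraries, 1 of the 100 splits gives as many genes higher in EOM before grafting as the real one, 1 as many higher in TA, 1 as many *Hox* genes, 1 as many higher in TA grafts and 1 as many lower, which argues against chance. Between EOM and TA grafts 0 genes are called, and 62 of 100 splits give at least as many genes at an unadjusted p under 0.05 as the 452 observed, so these 452 do not exceed chance. The averages of reads in the source data differ from plain averages of the recovered reads for 157 genes, and the replacement of outlying reads in DESeq2 brings 155 of them within 0.1%.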
